# Differential gene expression in the salivary gland during development and onset of xerostomia in Sjögren's syndrome-like disease of the C57BL/6.NOD-*Aec1Aec2 *mouse

**DOI:** 10.1186/ar2676

**Published:** 2009-04-20

**Authors:** Cuong Q Nguyen, Ashok Sharma, Byung Ha Lee, Jin-Xiong She, Richard A McIndoe, Ammon B Peck

## Abstract

**Introduction:**

Recently, we reported the development of the C57BL/6.NOD-*Aec1Aec2 *mouse that carries two genetic intervals derived from the non-obese diabetic (NOD) mouse capable of conferring Sjögren's syndrome (SjS)-like disease in SjS-non-susceptible C57BL/6 mice. In an attempt to define the molecular bases underlying the onset of stomatitis sicca (xerostomia) in this C57BL/6.NOD-*Aec1Aec2 *mouse model, we have carried out a study using genomic microarray technology.

**Methods:**

By means of oligonucleotide microarrays, gene expression profiles of salivary glands at 4, 8, 12, 16, and 20 weeks of age were generated for C57BL/6.NOD-*Aec1Aec2 *male mice. Using Linear Models for Microarray Analysis and B-statistics software, 480 genes were identified as being differentially expressed (*P *< 0.01 and Q < 0.0001) during the development of SjS-like disease in the salivary glands.

**Results:**

The 480 genes could be arranged into four clusters, with each cluster defining a unique pattern of temporal expression, while the individual genes within each cluster could be grouped according to related biological functions. By means of pair-wise analysis, temporal changes in transcript expressions provided profiles indicating that many additional genes are differentially expressed at specific time points during the development of disease. Multiple genes reportedly showing an association with autoimmunity and/or SjS, in either humans or mouse models, were found to exhibit differential expressions, both quantitatively and temporally. Selecting various families of genes associated with specific functions (for example, antibody production, complement, and chemokines), we noted that only a limited number of family members showed differential expressions and these correlated with specific phases of disease.

**Conclusions:**

Taking advantage of known functions of these genes, investigators can construct interactive gene pathways, leading to modeling of possible underlying events inducing salivary gland dysfunction. Thus, these different approaches to analyzing microarray data permit the identification of multiple sets of genes of interest whose expressions and expression profiles may correlate with molecular mechanisms, signaling pathways, and/or immunological processes involved in the development and onset of SjS.

## Introduction

The salivary gland system, comprised of the parotid, submandibular, sublingual, and minor salivary glands, secretes fluids rich in proteins that are critical for the maintenance of oral health. Saliva functions to buffer the acidification produced by bacteria residing within the oral cavity, replace ions, moisten food, and lubricate the oral cavity and esophagus (important for taste, speech, and swallowing). Saliva also contains digestive enzymes like amylase, anti-microbial substances like secretory immunoglobulins, histatins, and splunc, and growth factors like epidermal growth factor (EGF). While there are multiple underlying causes for decreased secretions of saliva, one of the more severe causes of xerostomia sicca, or dry mouth disease, results from an autoimmune disease, referred to as Sjögren's syndrome (SjS), in which the immune system targets initially the salivary and/or lacrimal glands [1-3].

Despite expanding efforts to define the genetic, environmental, and immunological bases of SjS, the underlying etiology of this disease remains ill defined. Over the past 20 years, a variety of mouse strains have been developed to study the immuno-pathophysiological nature of SjS. Based on results of studies using non-obese diabetic (NOD) mice and various single-gene knockout congenic partner strains of NOD, we have postulated that the development and onset of autoimmune exocrinopathy can be divided into at least three distinct temporal, yet consecutive and overlapping, phases. In phase 1, aberrant genetic, physiological, and biochemical activities, resulting presumably from retarded salivary gland development and increased acinar cell apoptosis, occur between 6 and 10 weeks of age. In phase 2, occurring around 10 to 18 weeks of age, exocrine gland injury is observed in conjunction with the appearance of leukocytic infiltrates and formation of lymphocytic foci consisting mostly of T- and B-cell aggregates. In phase 3, an overt clinical disease occurs and is defined by measurable loss of salivary and lacrimal gland secretory function, usually detected after 18 to 20 weeks of age [4,5]. Salivary and lacrimal gland dysfunction in SjS is currently thought to result from a combination of (a) pro-inflammatory cytokine production capable of inducing cellular apoptosis and auto-antibodies reactive with the muscarinic acetylcholine and adrenergic receptors and (b) the action of infiltrating T cells (possibly CD4^+ ^T_H_17 cells) [6], leading to a progressive loss of acinar cell mass.

Pathological changes observed in this SjS mouse model appear to occur as a consequence of altered glandular homeostasis [7]. Aberrant proteolytic activity, elevated apoptosis, downregulated EGF gene expression, and reduced α-amylase activity are commonly observed around 8 weeks of age prior to disease onset and independent of detectable autoimmunity. While the factors driving these physiological changes remain unknown, this altered glandular homeostasis is hypothesized to be the basis for why autoreactive T cells eventually attack exocrine gland tissue [8]. Thus, as anticipated during the development and onset of SjS, multiple genes, signaling pathways, molecular networks, and immunological processes will exhibit temporal expressions that may reflect their pathogenic functions. This concept has been strongly supported by our recent microarray studies of differentially expressed genes in the lacrimal glands during the development and onset of xerophthalmia in the NOD-derived C57BL/6.NOD-*Aec1Aec2 *mouse model of primary SjS [9].

Taking advantage of microarray technology to screen for temporal changes in the expression of large numbers of genes, we recently identified a set of differentially expressed genes in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice at 8 versus 12 weeks of age, two time points covering the initial onset of detectable autoimmunity in this mouse model [10]. Results of that study identified a set of sequential activations involving several biological processes and signaling pathways conceptually important in SjS disease. During the pre-autoimmune phase, genes upregulated at 8 weeks of age encode factors associated with interferon, Toll-like receptor, and apoptotic signaling pathways highly indicative of pro-inflammatory stimuli, especially interleukin (IL)-1 and IL-18. By 12 weeks of age, the upregulated clustered genes had switched to encode factors associated with adaptive immunity, especially B-cell activation and differentiation. In the present study, we expanded this comparison of differentially expressed genes to cover the full spectrum for development and onset of SjS-like disease. Our goal has been to address the hypothesis that identification of genes exhibiting changes in expression that correlate with disease progression will provide an in-depth snapshot of molecular signaling pathways associated with noted pathophysiological alterations in the salivary glands and the subsequent onset of autoimmunity leading to salivary gland dysfunction.

## Materials and methods

### Animals

C57BL/6.NOD-*Aec1Aec2 *and C57BL/6J mice were bred and maintained under specific pathogen-free conditions within the mouse facility of the Department of Pathology with oversight by Animal Care Services at the University of Florida, Gainesville. The animals were maintained on a 12-hour light-dark schedule and provided food and acidified water *ad libitum*. Although SjS in humans is most common in post-menopausal women, male mice were used exclusively in the present study as we have not noticed differences in the salivary gland disease in male and female C57BL/6.NOD-*Aec1Aec2 *mice. Mice were euthanized at 4, 8, 12, 16, or 20 weeks of age by cervical dislocation after deep anesthetization with isoflurane. There are no indications that this procedure affects physiological function of the exocrine glands. Both the breeding and use of these animals for the present studies were approved by the University of Florida Institutional Animal Care and Use Committee.

### Preparation of RNA for detection of differentially expressed genes in microarray analyses

Salivary glands were freshly excised from individual male mice (n = 5 per age group) at 4, 8, 12, 16, or 20 weeks of age, snap-frozen in liquid nitrogen, and stored at -80°C until all glandular samples were obtained. With one lobe of each salivary gland, comprised of a submandibular, sublingual, and parotid gland minus any salivary lymph nodes, all 25 samples of total RNA from the five age groups of C57BL/6.NOD-*Aec1Aec2 *mice were isolated concurrently using the RNeasy Mini-Kit (Qiagen, Valencia, CA, USA) in accordance with the protocol of the manufacturer. To account for any asynchrony of SjS-like disease within C57BL/6.NOD-*Aec1Aec2 *male mice, the five mice in each age group were derived from at least two litters. Hybridizations were carried out with each of the 25 individual RNA samples using Affymetrix GeneChip Mouse Genome 430 2.0 Arrays in accordance with the instructions of the manufacturer (Affymetrix, Santa Clara, CA, USA). Each GeneChip contains 45,000 probe sets that analyze the expression level of over 39,000 transcripts and variants from over 34,000 well-characterized mouse genes. Microarray data have been deposited with Gene Expression Omnibus accession number [GEO:GSE15640].

### Differential gene expression analysis

Microarray data were normalized using the 'guanine-cytosine robust multi-array average' (GCRMA) algorithm and analyzed using the LIMMA (Linear Models for Microarray Analysis) package from the R Development Core Team (The R Project for Statistical Computing [11]) to perform differential expression analyses. LIMMA takes into account the correlation between replicates and uses the empirical Bayes approach, which gives stable inference for a relatively small number of arrays [12]. In this study, the 'fdr' method to adjust the *P *values for multiple testing was used to control the false discovery rate [13]. Since the data represent five equally spaced time points, multiple models were used to identify the temporal patterns of gene expression. These included the linear fit (degree = 1), quadratic fit (degree = 2), cubic fit (degree = 3), and quartic fit (degree = 4) regression models. B-statistics (the log of the odds of a gene showing either positive or negative trends over time) were calculated for each gene. Genes exhibiting a B-statistic of greater than 1.5 were considered differentially expressed in the present analysis, and this represents a greater than 82% level of probability that a gene is differentially expressed. Duplicate genes, when present, were removed and their expression levels were averaged across the duplicates.

### Verification of selected gene expression by semi-quantitative reverse transcriptase-polymerase chain reaction analysis

Aliquots of salivary gland RNA were prepared for each of the experimental time points (4, 8, 12, 16, and 20 weeks) by pooling the five individual RNA samples prepared for each age group, as described above. Each pooled aliquot then was used to synthesize cDNA. Synthesis of cDNA was carried out with 1 μg of RNA using Superscript II reverse transcriptase (Invitrogen Life Technologies, Fredrick, MD, USA) in accordance with the protocol of the manufacturer. The cDNA was quantified by spectrophotometry, and semi-quantitative polymerase chain reactions (PCRs) were performed using 1 μg of cDNA as template. After an initial denaturation at 94°C for 4 minutes, each PCR was carried out for 40 cycles consisting of 94°C for 1 minute and annealing temperatures at 60°C for 45 seconds and 72°C for 1 minute. The forward and reverse sequences of each primer set were *Akt*1, forward: AGGATGTTTCTACTGTGGGCAGCA, reverse: TGTCTCTGAACAGCATGGGACACA;* ApoE*, forward: AGATGGAGGAACAGACCCAGCAAA, reverse: TGTTGTTGCAGGACAGGAGAAGGA; *Ctsb*, forward: AGATTTGGGCGATGGCCTTCAAAC, reverse: ATGTGCTTGCTACCTTCCTCTGGT; *Fdft1*, forward: AGTCGCAAGGATGGAGTTCGTCAA, reverse: AACGTAGTGGCAGTACTTGTCCCA; and *G3pdh*, forward: GCCATCACTGCCACCCAGAAG, reverse: GTCCACCACCCTGTTGCTGCA. PCR products were size-separated by electrophoresis using 1.2% agarose gels and visualized with ethidium bromide staining. PCR band intensities were compared to *G3pdh *using the Quantity One 1-D Analysis Software (Bio-Rad Laboratories, Inc., Hercules, CA, USA). Relative band intensities were determined by dividing the intensity of the mRNA of selected genes by the density of the *G3pdh *band.

### Cluster analysis

Cluster analysis was performed for grouping differentially expressed genes exhibiting similar expression patterns. Differentially expressed genes were analyzed using the HPCluster program [14]. HPCluster is a two-stage algorithm: the first stage is based on BIRCH (Balanced Iterative Reducing and Clustering using Hierarchies), whereas the second stage is a conventional k-Means. With BIRCH, a tree of clustered features defining the partitioning of high-dimensional space was generated, followed by a conventional k-Means clustering of each cluster feature obtained with BIRCH.

### Gene ontology analysis

Associations of the differentially expressed genes with biological processes, molecular functions, and pathways were annotated using the PANTHER (Protein ANalysis THrough Evolutionary Relationships) classification system [15,16]. To determine whether the observed number of gene counts exceeded the expected counts, one-tailed *P *values for enrichment of a particular biological process, molecular function, or pathway were calculated using the standard Fisher exact test.

## Results

The present study was designed to define the changing gene expression profiles within the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice at five time points representing a pre-disease stage (4 weeks), the early pre-clinical stage (8 weeks), the initial influx of leukocytes into the salivary glands (12 weeks), the early clinical phase of autoimmunity (16 weeks), and the early onset of clinical SjS-like disease characterized by secretory dysfunction (20 weeks). 

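Xist, the RNA of the silenced X chromosome, had a mean log2 value of 2.70 ± 0.073 (SD, n = 5) at 4 weeks, below the median of 3.27 over all probe sets, while the Y-linked gene Uty had 5.65 ± 0.15, as in male mice. Of the 4 sex-linked genes measured, 1 changed: the Y-linked translation factor gene Eif2s3y rose at 8, 12 and 16 weeks (log2 fold change against 4 weeks of 1.49, adjusted p = 0.0399, at 8 weeks), from a 4-week mean of 6.56 ± 1.05. Gapdh, the reference gene of the RT-PCRs, did not pass the test at any age (log2 fold changes 0.22, 0.53, 0.24 and -0.012). Its 20-week value rests on mouse 3, without which it was 0.58, and with array weights it passed as an increase at 12 weeks (0.42) and 20 weeks (0.61). Of 8 reference genes B2m, the light chain of class I molecules, rose at 12 and 16 weeks (1.10 and 1.16). The array of mouse 3 at 20 weeks had a median correlation of 0.780 with the other 20-week arrays, against at least 0.948 for each other array and its own age, and its Gapdh probe sets at the 3' end exceeded those at the 5' end by 3.87 log2 units and its actin probe sets by 5.36, the most of the 25 arrays for both, as shortened RNA can give. The difference for the transferrin receptor, 0.80, was instead below those of the other 20-week arrays (1.04 to 2.01). It lay within the range of the arrays of the earlier ages (0.65 to 1.25). Mice 1, 2 and 4 at 20 weeks stood above that range (2.01, 1.86 and 1.575). The array of mouse 3 at 20 weeks was kept in the fit.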

The C57BL/6.NOD-*Aec1Aec2 *mouse is a model of primary SjS in which the *Idd3 *region of chromosome 3 and the *Idd5 *region of chromosome 1 derived from the NOD mouse were bred into the non-autoimmune C57BL/6 mouse, resulting in an SjS-like disease susceptibility that mimics both the pathophysiological characteristics and reduced secretory responses observed with NOD mice during development and onset of disease [4,17,18]. In C57BL/6.NOD-*Aec1Aec2*, *Aec1 *corresponds to *Idd3 *and *Aec2 *corresponds to *Idd5 *[18].

For the present study, we elected to begin the analyses at 4 weeks of age despite the fact that some intrinsic glandular changes occur in the salivary glands of NOD mice at an earlier age, especially around the time of birth [7]. However, salivary glands in C57BL/6.NOD-*Aec1Aec2 *mice appear normal by histology and protein secretion profiles at 4 weeks of age; as a result, the 4-week-old time point was established as the baseline for temporal analyses in these studies. Furthermore, we hypothesized that, by examining five time points spaced 4 weeks apart, genes identified as being differentially expressed after 4 weeks would correlate with one or more manifestations of aberrant glandular homeostasis, initiation of autoimmunity, and subsequent onset of salivary gland secretory dysfunction. In addition, by carrying out parallel analyses using salivary glands from the parental C57BL/6J strain, we should be able to identify genes that might be differentially expressed due merely to the natural aging process, thereby eliminating these from further consideration as disease-associated genes.

### Differential gene expressions in salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice during development and onset of Sjögren's syndrome-like disease

With a statistical discrimination *P *value set at less than 0.05, LIMMA software and B-statistics analyses identified 480 specific genes as being differentially expressed in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice during SjS disease development, despite the fact that many additional genes appeared to be differentially expressed at any particular time point. 

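Genes of dividing cells and of matrix fell with age, while a proton pump gene and a prostaglandin synthase gene were among those that rose. Mki67, which marks dividing cells, fell from 6.39 ± 0.36 at 4 weeks to 3.07 ± 0.11 at 12 weeks (mean log2 value and SD, n = 5 mice per age), and Col1a1, a chain of type I collagen, fell from 8.89 ± 0.28 to 5.49 ± 0.49 at 16 weeks. Atp4a, the catalytic subunit of the gastric proton pump, rose from 3.75 ± 1.52 to 8.75 ± 0.43 at 12 weeks, and Ptgds, a prostaglandin D synthase gene, rose from 4.50 ± 0.28 to 8.37 ± 1.55 at 20 weeks. With the B-statistic threshold of the methods, 350 of 18194 genes exceeded 1.5 at limma's default prior share of changed genes, which the paper does not state. At a prior share of 0.05 they were 826, and with array weights 1419. In all 848 passed a moderated F-test over the 5 ages. Against 4 weeks, 269 genes rose and 142 fell at 8 weeks, 1029 rose and 247 fell at 12 weeks, 312 rose and 306 fell at 16 weeks, and 207 rose and 276 fell at 20 weeks. Changes of over 2-fold were 405 of the increases and 72 of the decreases at 12 weeks, and 72 and 133 at 20 weeks. The 4 comparisons share the same 5 mice of 4 weeks. The median expressed gene lay 0.10 above its 4-week value at 8 weeks and 0.14 above it at 12 weeks, and -0.030 and -0.0055 once the values were quantile-normalized again, so changes given for 12 weeks lie 0.14 above changes relative to that gene. Increases made up 80.6% of the changed genes at 12 weeks and 65.5% at 8 weeks. After quantile normalization the shares were 56.2% (641 higher and 500 lower) and 46.7% (281 and 321), and with the upper quartile of each array as a covariate they were 54.7% and 37.2%. With array weights 37.3% of the changed genes were higher at 12 weeks (3727 higher and 6253 lower), and without the 3 arrays of lowest correlation, a choice made after seeing the data, 45.3% (3564 and 4309), where 4234 and 3170 of the lower genes have no expressed probe set. The counts moved with single mice. Without mouse 3 at 20 weeks, whose array had a low correlation with the others, 936, 2418, 747 and 1134 genes rose and 305, 599, 588 and 483 fell at 8, 12, 16 and 20 weeks, and without mouse 4 at 4 weeks 90, 444, 151 and 97 rose and 113, 189, 317 and 303 fell.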

As illustrated in the heatmap shown in Figure 1 (left panel), these 480 genes can be compartmentalized into one of four highly reproducible clusters, each of which exhibits a specific temporal gene expression profile. In addition, each cluster can be graphically modeled as temporal plots (Figure 1, right panel), based on HPCluster analyses, showing the averaged gene expression patterns over the five time points. 

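Grouping the genes with a B-statistic above 1.5 by k-means into 4 clusters gave 96 and 94 genes in 2 clusters with their highest mean at 12 weeks, and 85 and 75 genes in 2 clusters with their highest mean at 4 weeks. The cluster of 96 had a median log2 fold change against 4 weeks of 1.25 at 12 weeks and 0.82 at 20 weeks. It held the plakin gene Dst, the lipid exporter gene Abcg1, the class II gene H2-Eb1 and Ptgds. In the cluster of 94, with the potassium channel gene Kcnq1 and the lactate carrier gene Slc16a3, the median was 0.85 at 12 weeks and 0.10 at 20 weeks. The cluster of 85, whose mean was lowest at 16 weeks and which held the cell division genes Mki67 and Cdk1 and the collagen genes Col1a1 and Col3a1, had a median of -1.23 at 16 weeks and -1.11 at 20 weeks. The cluster of 75, with its lowest mean at 20 weeks and with the fatty acid genes Cpt1a and Gpam, had a median of -1.06 at 20 weeks. k-means alone was used in place of HPCluster, whose second stage is k-means.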

For quick verification of results obtained from the microarrays, four genes (*Ctsb*, *ApoE*, *Akt1*, and *Fdft1*) were selected randomly for semi-quantitative reverse transcriptase-PCR analysis as they represented genes that were expressed at high, intermediate, low, and depressed levels, respectively, in the salivary glands of C57BL/6J.NOD-*Aec1Aec2 *mice at various ages tested. 

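Of the 4 genes, Fdft1, which encodes squalene synthase of the cholesterol pathway, passed the test, with a log2 fold change of 0.78 (SE 0.21, adjusted p = 0.0304) at 12 weeks against 4 weeks. Ctsb, the gene of the lysosomal protease cathepsin B, had 0.59, 0.97, 0.60 and 0.12 at 8, 12, 16 and 20 weeks and did not pass (adjusted p = 0.202 at 12 weeks). Apoe, a lipid carrier gene of macrophages and other cells, had 0.64, 0.74, 0.92 and -0.49, and Akt1, a kinase gene of growth signaling, had 0.43, 0.54, 0.21 and -0.075, also without passing. Without mouse 3 at 20 weeks, the array of lowest correlation, the 20-week values of Apoe, Akt1 and Ctsb were 0.82, 0.48 and 0.77, and Ctsb passed. Over these 4 genes and Gapdh, 1 of 5 rose at 12 weeks with the adjustment over all genes and 1 with the adjustment over the list alone (camera adjusted p = 0.0637, with an estimated correlation adjusted p = 0.558), and 0 at 20 weeks, where limma gave 0 at an unadjusted p under 0.05. The authors chose these genes on the same samples, so they are not independent evidence.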

The expression of these genes in the salivary glands relative to *G3pdh *(Additional data file 1) proved to be highly consistent with the relative expressions obtained from the microarrays, thus validating the relative expressions obtained with the current microarrays.

**Figure 1:**
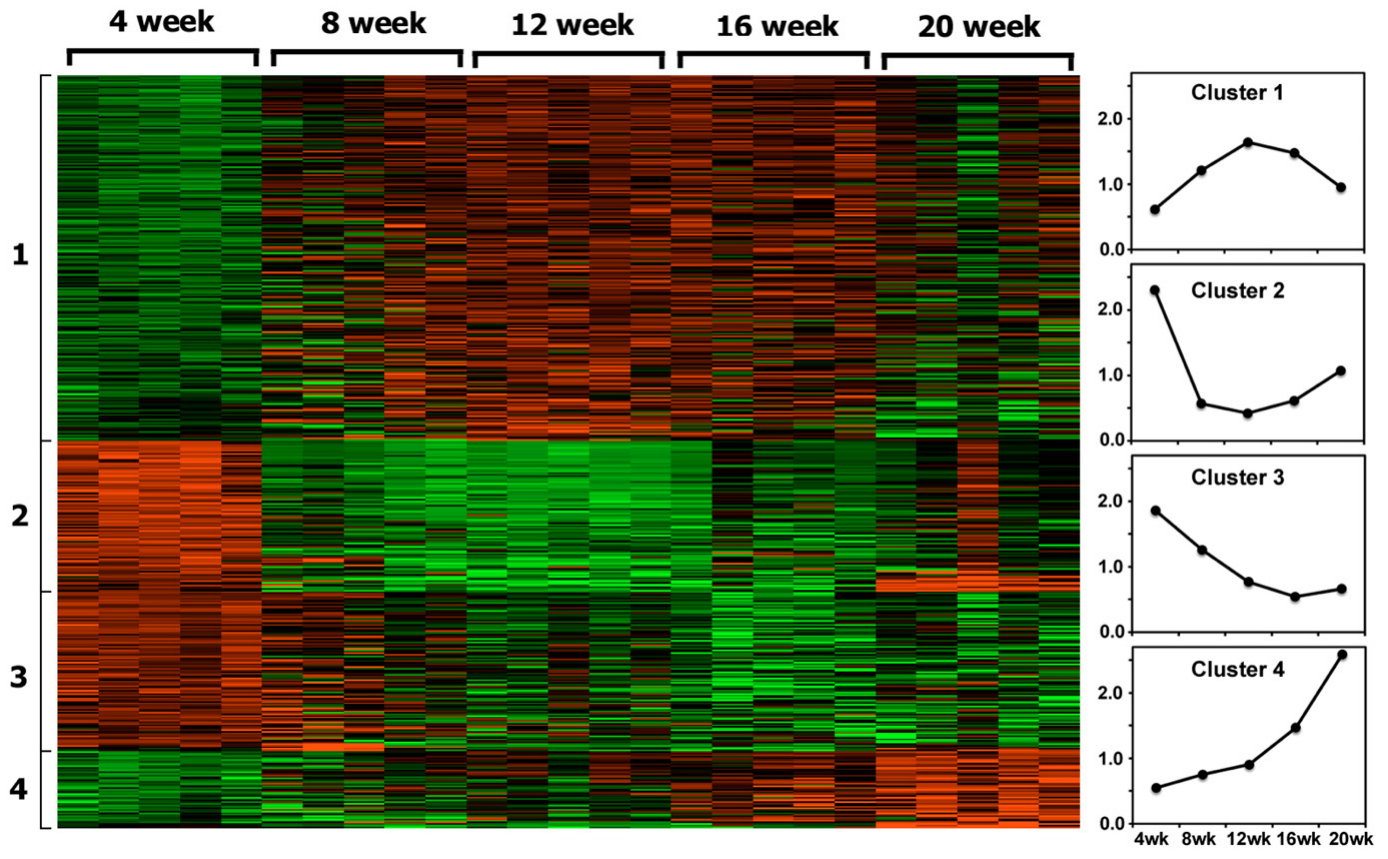
Expression profiles of differentially expressed genes depicted by Heatmap and HPCluster analyses. Heatmap of differentially expressed genes (n = 480) in the salivary glands of 25 individual C57BL/6.NOD-*Aec1Aec2 *male mice (n = 5 mice per age group) at 4, 8, 12, 16, and 20 weeks of age, grouped into four clusters based on temporal expression profiles (left panel). Upregulated gene expressions are shown in red, and downregulated gene expressions are shown in green. Based on HPCluster analyses, the averaged gene expression patterns for each of the four clusters are graphically modeled as temporal plots over the five time points measured (right panels). Aec, autoimmunexocrinopathy; NOD, non-obese diabetic.

### Pathways, biological processes, and molecular functions of genes differentially expressed in salivary gland tissues

By means of the PANTHER classification system, these 480 differentially expressed genes were categorized as being associated with specific biological pathways (Table 1), biological processes (Table 2), and/or molecular functions (Table 3). Several of the biological pathways identified might be anticipated as being directly involved with age-dependent aspects of normal development and activities; thus, it was not surprising that integrin signaling, vitamin B_6 _metabolism, p53-mediated transcription, fibroblast growth factor signaling, and hedgehog signaling pathways were also identified as being differentially expressed in parental, SjS-non-susceptible C57BL/6 mice (data not shown), suggesting that these pathways contain genes differentially expressed as a result of age and probably not disease. However, the specific pathway genes identified as differentially expressed in C57BL/6J parental mice were only occasionally the same genes as those differentially expressed in C57BL/6.NOD-*Aec1Aec2 *mice, despite being assigned to the same pathway(s). An example of this is demonstrated by the fact that, of the 21 integrin signaling pathway-associated genes, 13 encoded different collagen proteins in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice, but only 4 of these 13 collagen genes were identified as differentially expressed in salivary glands of C57BL/6J mice (C.Q. Nguyen, A. Sharma, B.H. Lee, J.-X. She, R.A. McIndoe, A.B. Peck, unpublished data). 

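Collagen expression fell across chains and ages. Col1a1 and Col1a2, the chains of type I collagen, had log2 fold changes of -3.40 (SE 0.24, adjusted p = 2.4e-08) and -3.38 (SE 0.33, adjusted p = 1.4e-06) at 16 weeks against 4 weeks, and Col3a1, of the reticular fibers around acini, had -3.08 (SE 0.26, adjusted p = 2.1e-07). Of 38 collagen genes measured, 9, 12, 14 and 12 fell at 8, 12, 16 and 20 weeks (12, 15, 15 and 15 when adjusted over the list alone) and 0 rose at each age. As a set they were lower than other genes at each age (at 16 weeks camera adjusted p = 3.8e-17, with an estimated correlation adjusted p = 0.00192). The B-statistic exceeded 1.5 for 12 of them, including the basement membrane chain Col4a2 (adjusted p = 0.0131 at 20 weeks) and the type V and VI chains Col5a2 (-2.83 at 16 weeks) and Col6a3 (-2.57). The list held each collagen chain with a probe set of its own and was set without regard to the paper's choice. The C57BL/6J mice were not analysed here.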

Two pathways identified in the salivary glands as containing differentially expressed genes unique to the C57BL/6.NOD-*Aec1Aec2 *mice are the muscarinic acetylcholine receptor (mAChR) pathways. Loss of saliva secretion is thought to result, in part, from auto-antibodies reactive with the mAChRs [19-21]. In this association, four genes (*Snap23*, *Itpr2*, *Prkar1b*, and *Grina*) were upregulated with maximum expression levels occurring around 12 weeks of age; one gene (*Slc1a3*) remained unchanged, whereas four genes (*Bche*, *Cpt1a*, *Gng11*, and *Myh9*) showed progressive downregulation (Figure 2a). 

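In the muscarinic pathway set, 4 of 9 genes rose and 1 fell at 12 weeks against 4 weeks, with 4 not passing (adjusted over the list alone, 4 rose and 4 fell). Snap23, a SNARE gene of granule release, had a log2 fold change of 1.76 (SE 0.48, adjusted p = 0.0291), Itpr2, a calcium release channel gene of acinar cells, 1.36 (adjusted p = 0.0109), the glutamate receptor-associated gene Grina 1.43 (adjusted p = 0.00661) and the protein kinase A subunit gene Prkar1b 1.00 (adjusted p = 0.00192). Between 12 and 16 weeks none of these 4 passed the test (log2 differences -0.61, -0.31, -0.14 and -0.30). Slc1a3, a glutamate transporter gene, did not pass at any age (-0.22, -0.30, -0.35 and 0.079). These genes were chosen by the authors on these samples and are not independent evidence.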

The latter four genes showed reduced levels of expression at 20 weeks of age, or the time that loss of saliva secretion is detected.

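At 20 weeks, 3 of the 4 genes were lower than at 4 weeks. Cpt1a, which admits fatty acids to mitochondria, had a log2 fold change of -1.35 (SE 0.26, adjusted p = 0.00548), the G protein subunit gene Gng11 had -0.96 (adjusted p = 0.00466) and Bche, which breaks down choline esters, had -0.55 (adjusted p = 0.0297). For Myh9, a non-muscle myosin gene, the log2 fold changes at 8, 12, 16 and 20 weeks were -0.075, -0.47, -0.25 and -0.40, and it did not pass (adjusted p = 0.287 at 20 weeks). Gng11 was already at -0.93 at 8 weeks, while Cpt1a went through -0.16, -0.35 and -0.57 at 8, 12 and 16 weeks.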

**Figure 2:**
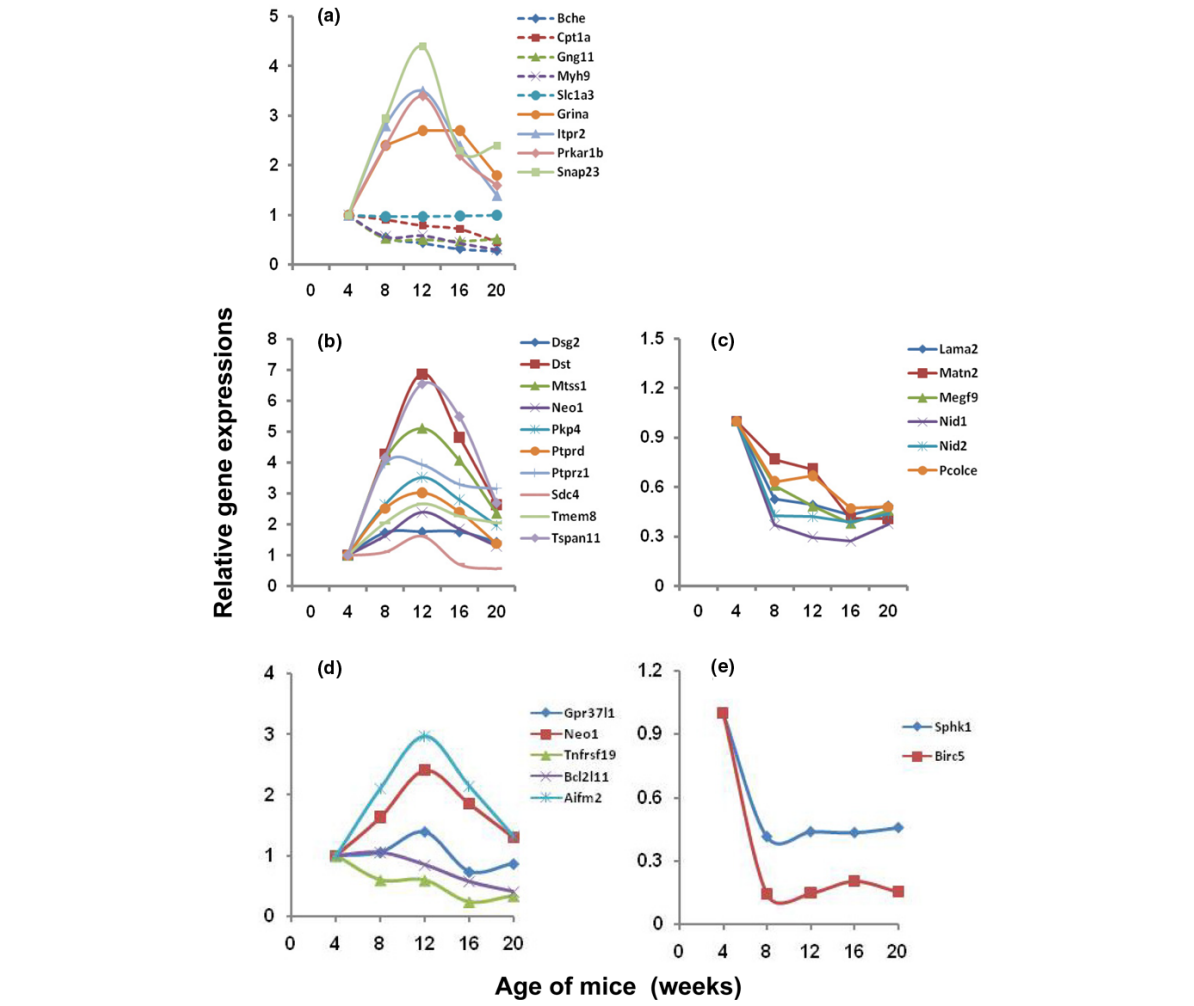
Representative temporal expressions of genes within biological pathways, processes, or molecular function, as identified by PANTHER (Protein ANalysis THrough Evolutionary Relationships). These include the muscarinic acetylcholine receptor signaling pathways **(a)**, collagen and collagen-associated **(b) **or non-collagen **(c) **genes associated with general cell adhesion, and genes associated with induction **(d) **and inhibition **(e) **of apoptosis.

**Table 1:** Pathways represented in 480 differentially expressed genes with highest statistical discrimination

Classifications	Number of genes	Percentage of genes	*P *value
Pathways			
Integrin signaling pathway (P00034)	21	4.60%	9.92 × 10^-10^
Vitamin B6 metabolism (P02787)	3	0.70%	3.53 × 10^-5^
p53 pathway (P00059)	10	2.20%	4.77 × 10^-5^
Cell cycle (P00013)	4	0.90%	0.000843
Muscarinic acetylcholine receptor 2 and 4 signaling pathway (P00043)	5	1.10%	0.002843
Muscarinic acetylcholine receptor 1 and 3 signaling pathway (P00042)	4	0.90%	0.018809
Angiogenesis (P00005)	9	2.00%	0.019019
Metabotropic glutamate receptor group I pathway (P00041)	3	0.70%	0.020464
FGF signaling pathway (P00021)	6	1.30%	0.023515
Hedgehog signaling pathway (P00025)	3	0.70%	0.028308
VEGF signaling pathway (P00056)	4	0.90%	0.033627
PI3 kinase pathway (P00048)	5	1.10%	0.039324

FGF, fibroblast growth factor; VEGF, vascular endothelial growth factor.

**Table 2:** Biological processes represented in 480 differentially expressed genes with highest statistical discrimination

Classifications	Number of genes	Percentage of genes	*P *value
Biological process			
Cell structure and motility (BP00285)	40	8.70%	1.00 × 10^-6^
Other metabolism (BP00289)	27	5.90%	1.90 × 10^-6^
Cell cycle (BP00203)	35	7.60%	7.17 × 10^-6^
Cell adhesion (BP00124)	25	5.40%	5.23 × 10^-5^
Transport (BP00141)	39	8.50%	0.00059
Amino acid metabolism (BP00013)	11	2.40%	0.001705
Carbohydrate metabolism (BP00001)	19	4.10%	0.003036
Phosphate metabolism (BP00095)	6	1.30%	0.009946
Protein targeting and localization (BP00137)	8	1.70%	0.019608
Homeostasis (BP00267)	8	1.70%	0.02484
Oncogenesis (BP00281)	13	2.80%	0.030304
Apoptosis (BP00179)	14	3.00%	0.043403
Blood circulation and gas exchange (BP00209)	4	0.90%	0.048594

**Table 3:** Molecular functions represented in 480 differentially expressed genes with highest statistical discrimination

Classifications	Number of genes	Percentage of genes	*P *value
Molecular function			
Extracellular matrix (MF00178)	25	5.40%	1.24 × 10^-9^
Select regulatory molecule (MF00093)	38	8.30%	8.61 × 10^-5^
Isomerase (MF00166)	11	2.40%	9.04 × 10^-5^
Transporter (MF00082)	25	5.40%	0.000151
Oxidoreductase (MF00123)	23	5.00%	0.001595
Cytoskeletal protein (MF00091)	25	5.40%	0.002244
Kinase (MF00107)	22	4.80%	0.003857
Synthase and synthetase (MF00118)	9	2.00%	0.018598
Transferase (MF00131)	23	5.00%	0.041613
Protease (MF00153)	16	3.50%	0.047429

In addition to biological pathways, several biological processes (for example, cellular metabolism, blood circulation, and apoptosis) (Table 2) and molecular functions (for example, enzymatic activities) (Table 3) are identified via clustering of the differentially expressed genes. One important example involves the biological process of cell adhesion. Cell adhesion molecules are critical for gland development and subsequent remodeling of extracellular matrix during normal cellular homeostasis but may emerge as the consequence of pathogenic leukocytes being recruited into the salivary glands, resulting in glandular injury. A major feature of SjS is the presence of leukocyte infiltrates within the exocrine glands during the development and onset of disease, an event most likely mediated directly by the activation of adhesion molecules. 

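Several adhesion genes were higher after 4 weeks of age. Dst, which anchors keratin filaments at hemidesmosomes, had a log2 fold change of 2.78 (SE 0.52, adjusted p = 0.00271) at 12 weeks against 4 weeks, and Ptprz1, a receptor phosphatase gene, was higher at each age (1.99, 1.98, 1.73 and 1.66). The 12-week change of Dst was 6.88-fold and ran from 1.67-fold to 8.49-fold over other settings. That of Ptprz1 was 3.94-fold and ran from 1.69-fold to 4.25-fold. Of the 10 genes Dst, Pgap6 (Tmem8), Pkp4, Mtss1, Dsg2, Ptprd, Neo1, Tspan11, Ptprz1 and Sdc4, 4, 7, 4 and 3 rose at 8, 12, 16 and 20 weeks (8, 8, 8 and 5 when adjusted over the list alone), and 1 fell at 20 weeks. At 12 weeks the plakophilin gene Pkp4 had 1.86 (adjusted p = 0.0159), the tetraspanin gene Tspan11 1.89 (adjusted p = 0.00215), the actin-bundling gene Mtss1 1.42 (adjusted p = 0.0108), Pgap6, a membrane protein gene, 0.74 (adjusted p = 1.2e-04) and the netrin receptor gene Neo1 0.51 (adjusted p = 0.00402). The desmosomal cadherin gene Dsg2, the phosphatase gene Ptprd and the syndecan gene Sdc4 had 0.75, 0.91 and -0.35 at 12 weeks and did not pass (adjusted p = 0.0632 for Ptprd). The set was higher than other genes at 12 weeks (camera adjusted p = 8.5e-09, with an estimated correlation adjusted p = 0.0438) and at 8 weeks (camera adjusted p = 1.3e-09, with an estimated correlation adjusted p = 0.0366), and at 20 weeks the call was lost when the correlation was estimated (camera adjusted p = 0.00278, with an estimated correlation adjusted p = 0.370). The score of the set at 20 weeks was -0.54 in mouse 3, the array of lowest correlation, and 0.29 to 1.18 in the others. The set holds genes picked on these samples and is not independent evidence.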

As shown in Figure 2b, temporal analyses of genes encoding the adhesion molecules revealed that 10 of 16 genes encoding a variety of adhesion molecules (that is, *Dst*, *Tmem8*, *Pkp4*, *Mtss1*, *Dsg2*, *Ptprd*, *Neo1*, *Tspan11*, *Ptprz1*, and *Sdc4*) were upregulated, generally showing their highest expression levels around 12 weeks of age. In contrast, 6 of the 16 genes (that is, *Lama2*, *Matn2*, *Megf9*, *Nid1*, *Nid2*, and *Pcolce*) showed a progressive decrease in expression (Figure 2c). 

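Each of the 6 genes was lower at 16 and 20 weeks than at 4 weeks (3 at 8 weeks and 4 at 12 weeks), and adjusted over the list alone 5, 4, 6 and 6 passed at 8, 12, 16 and 20 weeks. Nid1, which links laminin to type IV collagen in basement membranes, had the largest decrease, with a log2 fold change of -2.01 (SE 0.24, adjusted p = 2.0e-05) at 16 weeks, and its relative Nid2 had -1.38. The laminin chain gene Lama2 had -1.23 (adjusted p = 3.6e-04) and Megf9, a membrane protein gene with EGF-like repeats, -1.40. Matn2, an adaptor of matrix filaments, and Pcolce, which speeds procollagen processing, passed at 16 weeks (-1.29 and -1.01) and 20 weeks (-1.29 and -1.04). After quantile normalization both were called lower at 8 weeks too (-0.67 and -0.93). From 16 to 20 weeks none of the 6 passed the test, and the differences ran from -0.025 to 0.47. As a set they were lower than other genes at 20 weeks (camera adjusted p = 4.4e-17, with an estimated correlation adjusted p = 6.2e-04), though the authors selected them from these arrays and they are not independent evidence.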

Although leukocyte infiltration of the salivary gland is first observed between 8 and 12 weeks of age, it is unknown which specific adhesion molecules are involved in these events.

A second set of genes considered important to the development of SjS-like disease and identified by their biological process involves apoptosis of acinar tissue. These genes can be separated into those that induce apoptosis (for example, *Gpr37l1*, *Neo1*, *Tnfrsf19*, *Bcl2l11*, and *Aifm2*) (Figure 2d) and those that inhibit apoptosis (for example, *Sphk1 *and *Birc5*) (Figure 2e). Interestingly, two genes, *Aifm2 *and *Neo1*, were upregulated showing maximum expression levels at 12 weeks of age, the *Gpr37l1 *gene showed little change over time, and the remaining genes, including *Sphk1 *and *Birc5 *encoding for inhibitory factors, were each downregulated showing a consistent temporal decrease in expression levels.

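Birc5, the survivin gene, which is made in dividing cells and blocks caspases, had a log2 fold change of -2.79 (SE 0.29, adjusted p = 5.7e-06) at 8 weeks and stayed low (-2.75, -2.28 and -2.69 at 12, 16 and 20 weeks). Sphk1, whose product makes the survival signal sphingosine-1-phosphate, had -0.82 (adjusted p = 0.00587) at 8 weeks and -0.73 at 20 weeks, without an expressed probe set. These 2 inhibitor genes fell at each age, also when adjusted over the pair alone (camera adjusted p = 1.0e-06, with an estimated correlation adjusted p = 0.00448 at 8 weeks). Among the 5 apoptosis-inducing genes, 2 rose and 1 fell at 12 weeks (3 and 1 when adjusted over the list alone). Aifm2, a flavoprotein gene related to apoptosis-inducing factor, had 1.12 (adjusted p = 0.00127), and Neo1 was the other. Tnfrsf19, a death receptor family gene, had -0.74 at 8 weeks, the same -0.74 at 12 weeks and -2.06 at 16 weeks. It was the sole gene on the array that passed between 12 and 16 weeks, with a difference of -1.32 (SE 0.13, adjusted p = 2.1e-05, 1395 genes at an unadjusted p under 0.05). After quantile normalization no gene passed between these ages. Chance could not be excluded for this count, which 6 of 100 splits of the arrays reached. Bcl2l11, the Bim gene, passed at 20 weeks with -0.74 (adjusted p = 0.0172), and Gpr37l1, an orphan receptor gene, did not pass (0.085, 0.48, -0.43 and -0.20). At 20 weeks the inducing set was lower than other genes with the preset correlation, a call lost when the correlation was estimated (camera adjusted p = 0.00208, with an estimated correlation adjusted p = 0.151). Both the inducing and the inhibiting set were drawn up from these samples and are not independent evidence.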

### Clustering of biological processes with identification of immuno-pathophysiological processes underlying Sjögren's syndrome-like disease

As illustrated by the heatmap in Figure 1, four distinct clusters of genes showing comparable temporal gene expression profiles were established by HPCluster software analyses. To identify the various biological processes linked to genes grouped within the individual clusters, gene ontology analyses were performed separately for each cluster, and the results are presented in Table 4. Again, biological and molecular processes were considered statistically significant if they reached a *P *value of less than 0.05. Cluster 1, consisting of 233 genes, exhibits a temporal profile characterized by upregulated gene expressions in salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice between 8 and 16 weeks of age, with the vast majority of genes showing maximal expressions at 12 weeks of age. 

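Counted gene by gene, 148 of the genes with a B-statistic above 1.5 (42.3%) had their highest mean at 12 weeks, 21 at 8 weeks and 15 at 16 weeks. The share highest at 12 weeks depends on the scaling: it was 19.0% after quantile normalization, 52.9% with array weights and 28.8% with the upper quartile of each array as a covariate, which was chosen after seeing the data. Sult1c1, a sulfotransferase gene, Cst6, a cysteine protease inhibitor gene, and Galc, a lysosomal galactosidase gene, were among the largest increases at 12 weeks, with log2 fold changes of 3.49 (SE 0.68, adjusted p = 0.00384), 3.22 (adjusted p = 6.4e-05) and 2.69 (adjusted p = 0.00884) against 4 weeks. Only 1 gene passed between 8 and 12 weeks, the matrix protein gene Spon2 (difference 0.59, SE 0.068, adjusted p = 3.0e-04), with 703 genes at an unadjusted p under 0.05. It is named after its values were seen. For Sult1c1, Cst6 and Galc the differences between 12 and 16 weeks were -0.94, -0.34 and -0.93 and did not pass, so a rise from 4 weeks was measured for them but a peak at 12 weeks was not.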

Genes of cluster 1 belong to pathways whose functions are linked to normal metabolic functions, metabolite or ion transport and trafficking, and glandular integrity. The gradual loss of these activities after the 16-week time point most likely reflects the gradual onset of glandular pathology and dysfunction. This period in development of SjS-like disease represents the early phase of immunological activity in the salivary gland, yet preceding the onset of clinical disease; thus, it is not surprising that the differentially expressed genes are involved in either metabolic or secretory functions, most likely demonstrating attempts to balance injury, repair, and compensatory cellular activities. 

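The glucose transporter gene Slc2a4 (GLUT4) rose by a log2 fold change of 2.02 (SE 0.58, adjusted p = 0.0369) at 12 weeks against 4 weeks (n = 5 mice per age), and Abcg1, which exports cholesterol, rose at each age (1.66, 1.56, 1.52 and 1.22). Of 13 transport genes measured (Abcc1, Abcg1, Atp6v1c1, Atp6v1d, Atp6v1e1, Ctns, Itpr2, Slc22a18, Slc2a4, Slc45a4, Snap23, Stx4a and Tom1l2), 4, 13, 6 and 2 rose at 8, 12, 16 and 20 weeks (12, 13, 13 and 5 when adjusted over the list alone), and 0 fell. The drug and conjugate exporter gene Abcc1 had 0.85, the lysosomal cystine carrier gene Ctns 0.84 and the organic cation carrier gene Slc22a18 0.87 at 12 weeks. Among the 17 subunits of the vacuolar proton pump, a list not taken from the paper, 7 rose at 12 weeks and 3 at 16 weeks (12 and 5 when adjusted over the list alone), with Atp6v1e1 at 1.39 (adjusted p = 0.00295) and Atp6v1c1 at 1.10 at 12 weeks. For the pump the set-wide call at 12 weeks was lost when the correlation was estimated (camera adjusted p = 9.8e-06, with an estimated correlation adjusted p = 0.246), and for the transport genes it was kept (camera adjusted p = 1.5e-15, with an estimated correlation adjusted p = 0.0218). The transport genes are the paper's selection from these arrays and not independent evidence. Changes between consecutive ages did not pass for any of them.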

Genes associated generally with the transport of metabolites (for example, *Abcg1*, *Ctns*, and *Slc2a4*) or anions and cations (for example, *Abcc1*, *Atp6v*, and *Slc22a18*) and with voltage-gated channels (for example, *Kcnb1 *and *Scn1b*) illustrate this point, as presented in Figures 3a and 3b, respectively. 

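Kcng1, a silent potassium channel subunit gene, had log2 fold changes of -0.041, -0.037, 0.0021 and 0.088 at 8, 12, 16 and 20 weeks and no expressed probe set, while Kcne1, the accessory subunit gene, fell at 16 weeks (-1.73, SE 0.39, adjusted p = 0.0132) and had -1.15, -0.54 and -1.32 at 8, 12 and 20 weeks without passing. Kcnq1, the pore subunit that pairs with Kcne1 in epithelia, rose at 8, 12 and 16 weeks (0.83, 1.08 and 1.13, adjusted p = 0.00230 at 16 weeks), and Slc9a2, a sodium-proton exchanger gene, had 1.62 (adjusted p = 5.9e-04) at 12 weeks. The lactate carrier gene Slc16a3 had 1.46 and the proton pump gene Atp6v0a1 0.66 at 12 weeks, and the epithelial sodium channel gene Scnn1a had 1.30 without passing (adjusted p = 0.0512). Of the 7 channel genes measured, 2, 4, 2 and 0 rose at the 4 later ages (5, 5, 3 and 1 when adjusted over the list alone), and at 20 weeks limma gave 1 higher and 1 lower at an unadjusted p under 0.05. The set was higher than other genes at 12 weeks (camera adjusted p = 5.3e-04, with an estimated correlation adjusted p = 0.0438). Its members come from the paper and are not independent evidence. Of 12 duct cell genes, Cftr, the chloride channel gene, rose at 8, 12 and 20 weeks (0.99, 0.89 and 1.28) and Scnn1b, another sodium channel subunit gene, at 12 weeks (0.94), while the transcription factor gene Elf5 fell at 16 weeks (-0.71). For the duct genes as a set the call at 12 weeks was lost when the correlation was estimated (camera adjusted p = 0.00241, with an estimated correlation adjusted p = 0.539).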

One gene of particular interest is *Kcng1*, whose gene product binds with the gene product of *Kcne1 *to form a voltage-gated potassium channel regulator that may be functional in muscarinic receptors [22].

**Figure 3:**
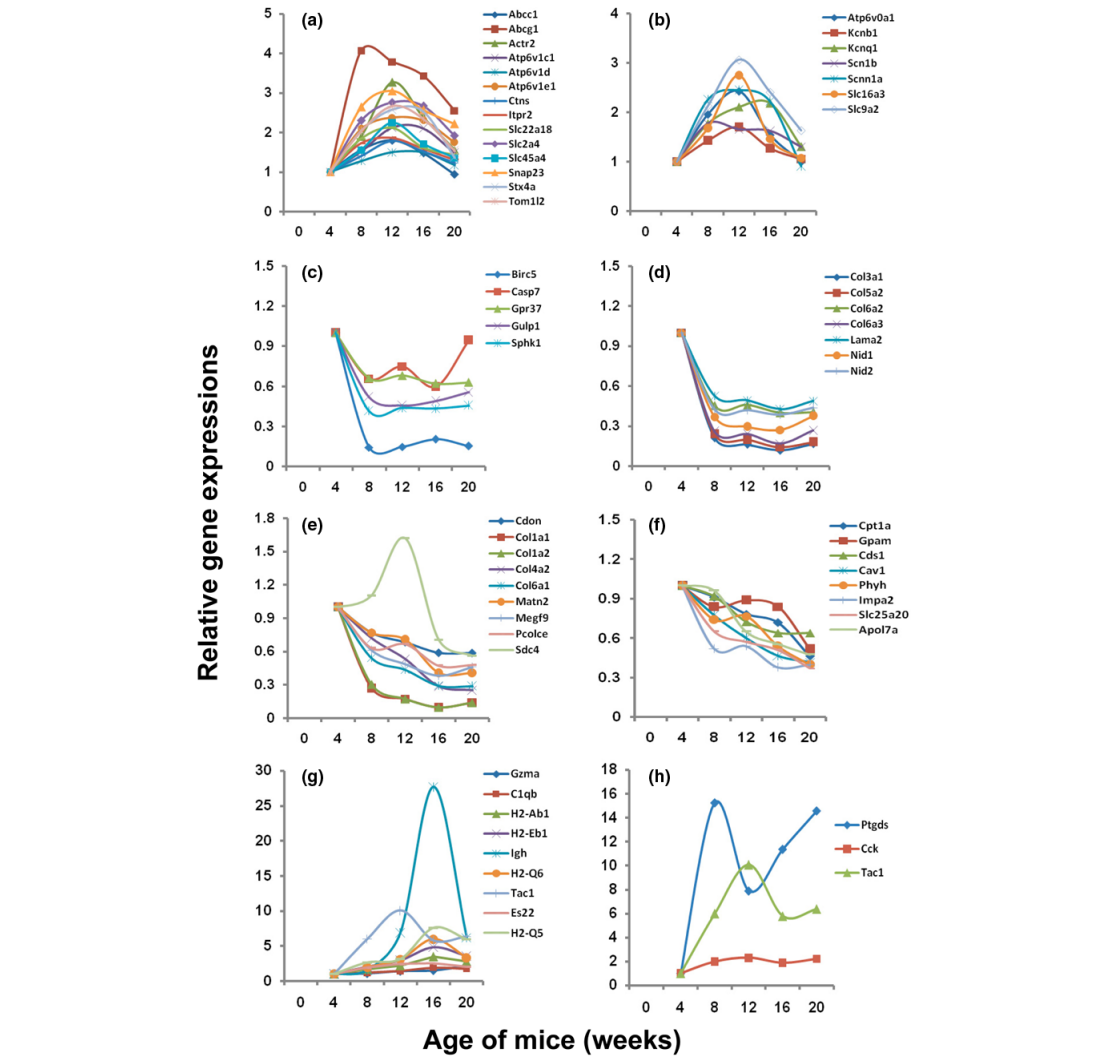
Examples of temporal changes in expression levels of selected genes associated with each of the four sets of genes identified by cluster analysis. Genes include those present in metabolite transport **(a) **and voltage-gate channels **(b) **of cluster 1, apoptosis **(c) **and adhesion **(d) **of cluster 2, adhesion **(e) **and fatty acid and lipid metabolism **(f) **of cluster 3, immunity **(g)**, and muscle cell contraction **(h)**. Each gene profile is presented as a pair-wise comparison of expressions in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice at 8, 12, 16, and 20 weeks of age relative to 4 weeks of age. Aec, autoimmunexocrinopathy; NOD, non-obese diabetic.

**Table 4:** Biological processes of differentially expressed genes of each cluster

Classification of clustered genes	Number of genes	Percentage of genes	*P *value
Cluster 1 (233 differentially expressed genes)			
Other metabolism (BP00289)	15	6.70%	8.09 × 10^-5^
Carbohydrate metabolism (BP00001)	13	5.80%	0.000695
Cell structure and motility (BP00285)	19	8.50%	0.000846
Transport (BP00141)	21	9.40%	0.003032
Phosphate metabolism (BP00095)	4	1.80%	0.011909
Cell cycle (BP00203)	14	6.30%	0.019047
Protein targeting and localization (BP00137)	5	2.20%	0.023674
Intracellular protein traffic (BP00125)	14	6.30%	0.025339
Cluster 2 (96 differentially expressed genes)			
Cell cycle (BP00203)	14	6.30%	3.05 × 10^-6^
Cell proliferation and differentiation (BP00224)	9	2.70%	0.004340
Cell adhesion (BP00124)	7	4.00%	0.005309
Cell structure and motility (BP00285)	9	8.50%	0.009058
Oncogenesis (BP00281)	5	0.90%	0.016163
Apoptosis (BP00179)	5	2.20%	0.028634
Homeostasis (BP00267)	3	1.80%	0.034910
Cluster 3 (102 differentially expressed genes)			
Amino acid metabolism (BP00013)	6	6.10%	0.0002
Cell adhesion (BP00124)	9	9.20%	0.0004
Cell structure and motility (BP00285)	11	11.20%	0.0012
Lipid, fatty acid, and steroid metabolism (BP00019)	9	9.20%	0.0024
Other metabolism (BP00289)	6	6.10%	0.0172
Oncogenesis (BP00281)	5	5.10%	0.0190
Developmental processes (BP00193)	13	13.30%	0.0475
Cluster 4 (49 differentially expressed genes)			
Immunity and defense (BP00148)	9	20.00%	0.0020
Muscle contraction (BP00173)	3	6.70%	0.0030

Cluster 2, comprised of 96 genes, exhibits expression profiles characterized by genes whose expressions are highly upregulated in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice at 4 weeks of age but downregulated thereafter. 

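Genes that were highest at 4 weeks numbered 151 (43.1% of those with a B-statistic above 1.5), with shares of 54.6% after quantile normalization and 24.2% with array weights. Aplnr, the apelin receptor gene of growing blood vessels, had a log2 fold change of -3.07 (SE 0.45, adjusted p = 4.3e-04) at 8 weeks and -4.23 at 20 weeks, and Lrrk2, a kinase gene, had -2.95 (SE 0.76, adjusted p = 0.0430) at 8 weeks. Gng11 and the endothelial receptor gene Cd93 were lower at each later age than at 4 weeks, with Cd93 at -1.11, -1.35, -1.23 and -1.03. Of 11 endothelial genes, 1, 5, 4 and 4 fell at 8, 12, 16 and 20 weeks (9, 8, 9 and 9 when adjusted over the list alone), among them the VEGF receptor gene Kdr (-1.17, adjusted p = 3.1e-04 at 20 weeks) and Tie1 (-0.40). As a set they were lower than other genes at each age (at 20 weeks camera adjusted p = 8.8e-14, with an estimated correlation adjusted p = 6.2e-04).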

Genes of this cluster appear to be involved primarily with maintenance of glandular structure, especially cellular processes such as cell cycling and cell proliferation/differentiation. However, inclusion of genes associated with apoptosis and cell adhesion may point to early events that indicate pathophysiological activities such as changes in glandular homeostasis, increased cell death, and impaired structural integrity. 

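Cell division genes were high at 4 weeks and low from 8 weeks on. Cdk1, the kinase that starts mitosis, had log2 fold changes of -3.04 (SE 0.23, adjusted p = 2.9e-08) at 8 weeks and -3.00 at 20 weeks, and Mki67 had -2.98 (SE 0.30, adjusted p = 5.4e-06) and -2.89. Ube2c, Cdc20 and Ccnb2, which act at the end of mitosis, had -2.72, -2.36 and -2.70 at 8 weeks, and the mitotic kinase gene Pbk had -2.80. Of 28 cell division genes, 12, 14, 12 and 13 fell at 8, 12, 16 and 20 weeks (17, 16, 14 and 17 when adjusted over the list alone) and 0 rose at each age. The set was lower than other genes at 8 weeks (camera adjusted p = 1.4e-24, with an estimated correlation adjusted p = 0.00448) and at 20 weeks (camera adjusted p = 1.9e-29, with an estimated correlation adjusted p = 8.6e-04). The list was not taken from the paper. Scored per mouse, the list lay between -0.30 and 0.37 in the 4-week mice and between -1.12 and -0.91 in the 8-week mice. Mice 3 and 4 at 16 weeks (-0.50 and -0.54) and mouse 3 at 20 weeks (-0.64) stood above the rest of their ages, and these 3 mice also had the highest B cell scores of the 25.

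**Figure D1:**
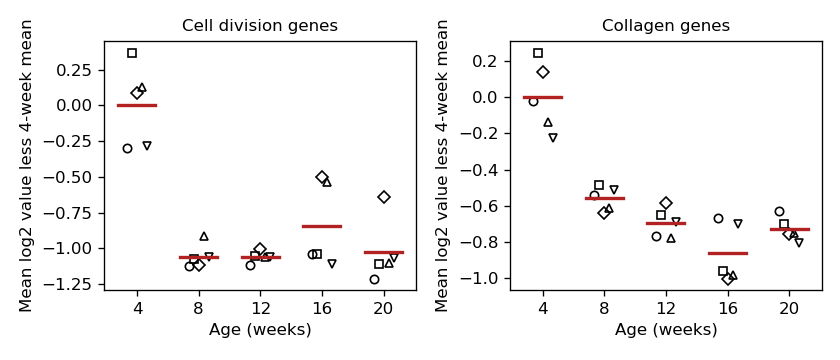
Mean log2 value of the cell division list (left) and the collagen list (right) in each mouse, less the mean of the 4-week mice, by age in weeks. Each symbol is 1 mouse (symbols stand for replicate numbers 1 to 5) and red lines are means, and each later mouse lies below the lowest 4-week mouse in both panels.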

As presented in Figure 3c, five genes involved in apoptosis were identified as differentially expressed. 

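Each of the 4 genes measured fell at each age against 4 weeks, also when adjusted over the list alone. Gulp1, an adaptor gene for the engulfment of apoptotic cells, had log2 fold changes of -1.10 (SE 0.23, adjusted p = 0.0115) at 8 weeks and -1.31 (adjusted p = 0.00167) at 16 weeks, and Gpr37, an orphan receptor gene, had -0.60 (SE 0.11, adjusted p = 0.00479) and -0.69. The remaining 2 were Birc5 and Sphk1. As a set they were lower than other genes at 8 weeks (camera adjusted p = 5.0e-10, with an estimated correlation adjusted p = 0.00240) and 20 weeks (camera adjusted p = 5.1e-13, with an estimated correlation adjusted p = 4.9e-04). The authors took them from these samples, so this is not independent evidence.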

Of note, at 20 weeks of age, the apoptosis-inducing factor caspase-7 shows an upregulated expression in the salivary glands, consistent with the concept that this is a second wave of apoptosis occurring at the time of immune attack possibly initiated by early apoptotic events seen at 4 weeks of age. At the same time, BIRC5, an anti-apoptotic factor, is strongly downregulated after the 4-week time point. Another set of cluster 2-associated genes that encodes cell adhesion molecules includes several collagen genes plus the laminin B gene (*Lama2*) and two nidogen genes (*Nid1 *and *Nid2*) (Figure 3d). 

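The 7 genes Col3a1, Col5a2, Col6a2, Col6a3, Lama2, Nid1 and Nid2 each fell at each age against 4 weeks, with medians of -1.26, -1.76, -2.01 and -1.54 in log2 at 8, 12, 16 and 20 weeks, and the count was the same when adjusted over the list alone. Col5a2, a chain of the type V collagen that sets fibril width, had -2.06 (SE 0.25, adjusted p = 4.7e-05) at 8 weeks, and the microfibril chains Col6a3 and Col6a2 of type VI collagen had -1.95 (adjusted p = 0.00936) and -1.15 (adjusted p = 9.8e-04). At the same age Col3a1 had -2.25 (SE 0.26, adjusted p = 3.5e-05), Nid1 -1.26 and Lama2 -0.93. The set was lower than other genes at 16 weeks (camera adjusted p = 3.4e-24, with an estimated correlation adjusted p = 0.00121). It was assembled by the authors from these arrays and is not independent evidence.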

Nidogen is thought to connect the laminin and collagen networks to stabilize basement membranes [23].

Cluster 3, consisting of 102 genes, contains genes involved in normal cellular physiology, but also cell adhesion, lipid/fatty acid/steroid metabolism, and oncogenesis, three processes that have been linked to autoimmunity in SjS. 

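Decreases from 4 weeks on took a fast and a slow course. At 12 weeks the cluster of 85 genes with Col3a1, Nid1 and Birc5 had a median log2 fold change of -1.11 against 4 weeks, and the cluster of 75 genes with Matn2, Sdc4 and Cav1 had -0.38, after -0.37 at 8 weeks. By 20 weeks the former was at -1.11 and the latter at -1.06. Birc5 went from -2.79 at 8 weeks to -2.69 at 20 weeks, while Matn2 went from -0.38 to -1.29.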

Genes in cluster 3 exhibit expression profiles similar to that of cluster 2, but distinguished in part by the fact that the decline in gene expression is less pronounced and generally remains downregulated through the onset of glandular dysfunction (that is, 20 weeks of age). Like cluster 2 genes, those of cluster 3 encode for a set of adhesion molecules (Figure 3e). This set of genes consists of a distinct set of collagen genes, the matrilin gene (*Matn2*), the multiple EGF-like domain 9 gene (*Megf9*), the procollagen-C endopeptidase enhancer gene (*Pcolce*), and the Syndecan 4 gene (*Sdc4*). 

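Of the 9 genes Cdon, Col1a1, Col1a2, Col4a2, Col6a1, Matn2, Megf9, Pcolce and Sdc4, 2, 5, 8 and 9 fell at 8, 12, 16 and 20 weeks against 4 weeks (6, 5, 9 and 9 when adjusted over the list alone). At 20 weeks Col1a1 had a log2 fold change of -2.85 (SE 0.24, adjusted p = 2.3e-07), the type VI chain Col6a1 -1.80 (adjusted p = 0.00193) and Cdon, a hedgehog co-receptor gene of the immunoglobulin family, -0.78 (adjusted p = 0.00251). The set was lower than other genes at 16 and 20 weeks (at 20 weeks camera adjusted p = 2.2e-25, with an estimated correlation adjusted p = 6.2e-04), and at 8 weeks the call was lost when the correlation was estimated (camera adjusted p = 8.3e-07, with an estimated correlation adjusted p = 0.0879). These genes were selected from these samples and are not independent evidence.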

Matrilin is involved in extracellular matrix assembly, MEGF9 is a trans-membrane molecule involved in neural development, and PCOLCE enhances procollagen-C endopeptidase cleavage of procollagen to form fibrillar collagen type 1. Expressions of these genes tend to mimic those seen for the cluster 2-associated adhesion molecules with the exception of *Sdc4*, which is upregulated through 12 weeks of age before being downregulated. 

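Sdc4 had log2 fold changes of -0.17 (SE 0.37) at 8 weeks, -0.35 (SE 0.37) at 12 weeks, -1.28 (SE 0.37, adjusted p = 0.0587) at 16 weeks and -1.66 (SE 0.37, adjusted p = 0.0138) at 20 weeks, where it fell. These are means over its expressed probe sets. With each of its probe sets averaged, the 12-week value was 0.70 and passed as an increase.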

*Sdc4 *encodes for an adhesion proteoglycan expressed on epithelial cells involved in growth factor receptor signaling. 

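Cpt1a, the rate-setting carrier of fatty acids into mitochondria, fell at 20 weeks, as did Slc25a20, the carnitine shuttle gene (-1.30, SE 0.26, adjusted p = 0.00643, against 4 weeks), Phyh, for branched fatty acids (-1.33, SE 0.26, adjusted p = 0.00557), and Gpam, which starts triglyceride synthesis (-0.95, adjusted p = 0.00227). Of the 7 genes measured, with the apolipoprotein gene Apol7a, the phospholipid synthesis gene Cds1 and Cav1, 0, 0, 3 and 7 fell at 8, 12, 16 and 20 weeks (0, 3, 5 and 7 when adjusted over the list alone, and at 8 weeks limma gave 1 lower at an unadjusted p under 0.05). After quantile normalization Gpam (-0.60), Phyh (-0.67) and Slc25a20 (-0.90) were called lower at 8 weeks already, and these 3 with Cav1, Cds1 and Cpt1a at 12 weeks, and with array weights the same 3 were called at 8 weeks, so the age at which the decreases begin depends on the setting. The set was lower than other genes at 20 weeks (camera adjusted p = 4.4e-17, with an estimated correlation adjusted p = 6.2e-04), and it is the paper's selection, not independent evidence. In a list of 12 fatty acid oxidation genes not taken from the paper, 3 fell at 20 weeks (4 when adjusted over the list alone), Acadl, Cpt1a and Slc25a20, and the set-wide call was lost when the correlation was estimated (camera adjusted p = 2.4e-07, with an estimated correlation adjusted p = 0.170). Acadl, an acyl-CoA dehydrogenase gene, had -1.55 (adjusted p = 0.0239). The score of this list at 20 weeks was -2.15 in mouse 3, the array of lowest correlation, and -0.46 to -0.11 in the other 4. Without that mouse all 7 of the paper's genes and Acadl still fell, with -1.02 for Cpt1a and -1.05 for Acadl. Of 12 fatty acid synthesis genes, the regulator Srebf1 and the desaturase Scd1 rose at 12 weeks (1.15 and 1.02) and Gpam fell at 20 weeks. The score of the synthesis list at 12 weeks was 1.57 in mouse 3 and -0.043 to 0.46 in the others. Mouse 3 also had the highest adipocyte score of that age (2.11 against -0.77 to -0.29). Srebf1 itself was highest in mouse 2 at 12 weeks. Of 14 cholesterol synthesis genes, Dhcr7, Sc5d and Fdft1 rose at 12 weeks (0.93 and 1.26 for the former pair) and 0 changed at 20 weeks, where limma gave 1 at an unadjusted p under 0.05.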

A second set of cluster 3-associated genes of particular interest involves potential impairment of lipid, fatty acid, and steroid hormone metabolism (Figure 3f). Of special interest is *Cav1*, which encodes for caveolin-1, a molecule associated with the integrity of lipid rafts, but also the Erk signaling pathway via Ras/Raf-1. 

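Cav1 had log2 fold changes of -0.37 at 8 weeks and -0.73 (adjusted p = 0.0611) at 12 weeks, and it fell at 16 weeks (-1.10, SE 0.23, adjusted p = 0.00893) and 20 weeks (-1.26, SE 0.23, adjusted p = 0.00368), and after quantile normalization it was called lower at 12 weeks too (-1.14). Caveolin-1 is abundant in endothelial cells, adipocytes and fibroblasts, and the endothelial list fell over the same ages (median -0.40 at 20 weeks), while none of 10 adipocyte genes changed (median -0.12, limma 0 higher and 0 lower at an unadjusted p under 0.05).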

Although recent studies have suggested that impairment of lipid metabolism and transport is restricted mostly to ocular surface-related disease and not salivary gland disease, these new data point to the possibility that lipid and fatty acid metabolism plays an important role in salivary gland dysfunction and onset of xerostomia as well. This would be consistent with our recent work [24,25] in which gene mapping data indicate that the SjS-susceptibility region *Aec2 *in C57BL/6.NOD-*Aec1Aec2 *mice contains multiple genes that regulate homeostasis of fatty acids, high-density lipids, and lipoproteins.

In contrast to genes associated with clusters 1 through 3, those associated with cluster 4 represent a limited subset of 49 genes whose maximal expressions in the salivary glands occur between 16 and 20 weeks of age, the time at which the covert autoimmunity finally results in measurable dysfunction of salivary and lacrimal gland secretions in these mice. 

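Of the genes with a B-statistic above 1.5, 15 had their highest mean at 16 weeks and 15 at 20 weeks. The former held the class II genes H2-Ab1 and H2-Eb1, the immunoglobulin A heavy chain gene Igha and the esterase gene Ces1e, and the latter Gzma, Ptgds, the muscle calcium store gene Casq2 and the magnesium transporter gene Slc41a2. At 20 weeks against 4 weeks Slc41a2 had a log2 fold change of 2.29 (SE 0.30, adjusted p = 9.7e-05) and Casq2 1.50 (SE 0.20, adjusted p = 1.0e-04). Between 16 and 20 weeks 2 genes rose, the urinary protein gene Mup5 (1.42, adjusted p = 0.0487) and the ubiquitin ligase gene Rnf122 (0.75, adjusted p = 0.00809), and 3 fell, with 1313 genes at an unadjusted p under 0.05. These genes were named after their values were seen. When the genes were grouped into 4 clusters, none of the clusters was highest at 16 or 20 weeks. Other settings gave late clusters, of 43 genes with each of a gene's probe sets averaged, 71 after quantile normalization, 69 without mouse 2 at 16 weeks and 132 without mouse 3 at 20 weeks.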

As might be expected, the genes in cluster 4 are linked predominantly to immunity (Figure 3g), with a lesser number linked to muscle contraction (Figure 3h). 

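Ptgds and the neuropeptide genes Cck and Tac1, which make up the contraction set, rose at each age against 4 weeks. Ptgds had log2 fold changes of 3.78 (SE 0.65, adjusted p = 0.00303) at 8 weeks and 3.87 (SE 0.65, adjusted p = 0.00165) at 20 weeks, Cck 0.98 and 1.14, and Tac1 1.23 and 1.36. Of the 7 immunity genes measured, 2, 3, 5 and 5 rose at 8, 12, 16 and 20 weeks (3, 5, 6 and 6 when adjusted over the list alone), with Ces1e, the Es22 esterase gene, at 1.31 (adjusted p = 0.00136) at 16 weeks. The immunity set was higher than other genes at 16 weeks (camera adjusted p = 8.5e-09, with an estimated correlation adjusted p = 0.00616), and the contraction set at 20 weeks (camera adjusted p = 7.1e-08, with an estimated correlation adjusted p = 0.00275). Both come from the paper and are not independent evidence. Of 9 myoepithelial and smooth muscle genes, a list of its own, Cnn1, Lmod1 and Tagln rose at 12 weeks (1.91, 1.18 and 1.67) and 0 rose at 20 weeks, where limma gave 0 at an unadjusted p under 0.05, and the set-wide call at 12 weeks was lost when the correlation was estimated (camera adjusted p = 1.0e-05, with an estimated correlation adjusted p = 0.246). At 20 weeks the score of this list was -1.41 in mouse 3 and 0.59 to 1.25 in the other 4, and without mouse 3 Cnn1 and Tagln passed as increases (1.64 and 1.68) and Lmod1 did not (0.56).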

The latter set of genes correlates with altered neural stimulation and direct loss of secretory function. 

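The class II genes H2-Ab1 and H2-Eb1, which present peptides to CD4 T cells, rose at 16 and 20 weeks, with log2 fold changes of 2.35 (SE 0.45, adjusted p = 0.00430) and 2.26 (SE 0.37, adjusted p = 0.00102) at 16 weeks against 4 weeks and 1.73 and 1.82 at 20 weeks. H2-Eb1 had already risen at 12 weeks. At 16 weeks the antigen presentation score was 2.19 and 2.22 in mice 3 and 4, whose B cell scores were 3.05 and 2.99, and 0.29 to 1.04 in the other 3, whose B cell scores were -0.57, -0.48 and -0.56. C1qb, a chain of complement C1q made by macrophages, rose at 16 weeks (0.94, adjusted p = 0.0468), and Gzma, a protease gene of cytotoxic lymphocytes, rose at 20 weeks (1.13, adjusted p = 0.0139) after 0.12, 0.49 and 0.58 at the earlier ages. Igha rose at 12 and 16 weeks (4.26, SE 0.64, adjusted p = 4.0e-04, at 16 weeks), and the neuropeptide gene Tac1 at each age (1.19 at 16 weeks). Of the class I genes, H2-Q5 had no expressed probe set and did not pass (-0.14, -0.16, -0.055 and 0.12), and its neighbour H2-Q2 rose at 12 and 16 weeks (2.72 and 2.52). Of 11 natural killer and cytotoxic T cell genes, Gzma alone changed at 20 weeks (1 when adjusted over the list alone), and the set did not separate from other genes (camera adjusted p = 0.470, with an estimated correlation adjusted p = 0.794).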

Examination of the cluster 4-associated genes indicates that several of the identified genes encode for major histocompatibility class I (*H2q5 *and *H2q6*) and class II (*H2ab *and *H2eb*) products, a complement component (*C1qb*), an immunoglobulin heavy chain (*Igh*), the apoptosis-inducing protease granzyme A (*Gzma*), and preprotachykinin (*Tac1*). Tachykinin is involved not only in inflammatory responses, but in neural stimulation as well, thereby bridging inflammation to muscle contraction [26].

### Phase-specific gene expressions in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice during development of Sjögren's syndrome-like disease

As described above, both functional pathways and biological processes can be identified through the clustering of differentially expressed genes based on their temporal profiles over the five selected time points examined. Since these microarray data measure differential gene expressions covering the majority of the mouse genome and, at the same time, span temporally the progressive development and early onset of autoimmune-mediated xerostomia in salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice, each represented gene can be examined individually for its expression profile, even when not identified as being statistically significant using LIMMA and B-statistics. When analysis is conducted in this manner, a marked increase in the number of individual genes that exhibit distinct expression kinetics occurs and is often associated with a particular phase of disease. This latter point is clearly demonstrated when one expands the gene set involved in immunity beyond the genes presented in Figure 3g. 

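The 10 largest log2 fold changes in each direction, among genes past the test whose 5 values did not overlap those of the 4-week mice, are given here without unnamed clones. At 8 weeks Snhg11 4.50, Atp4a 4.45, Ptgds 3.78, Sult1c1 2.79, Cst6 2.54, Camta1 2.46, Galc 2.46, Amhr2 2.29 and P2ry14 2.23 rose and Aplnr -3.07, Cdk1 -3.04, Mki67 -2.98, Lrrk2 -2.95, Pbk -2.80, Birc5 -2.79, Ube2c -2.72, Ccnb2 -2.70, Cdc20 -2.36 and Col3a1 -2.25 fell. At 12 weeks the increases were Atp4a 5.01, Pcp4l1 3.72, Sult1c1 3.49, Cst6 3.22, Ptgds 2.92, Dst 2.78, Slc16a6 2.78, Amhr2 2.72, H2-Q2 2.72 and Galc 2.69, and the decreases were Mki67 -3.32, Cdk1 -3.20, Lrrk2 -2.97, Pbk -2.88, Birc5 -2.75, Ccnb2 -2.70, Ube2c -2.69, Col3a1 -2.63, Col1a1 -2.55 and Col1a2 -2.54. At 16 weeks Atp4a 4.74, Igha 4.26, Ptgds 3.24, Cst6 2.88, H2-Q2 2.52, Astx3 2.43, Amhr2 2.29, Dst 2.27 and Slc16a6 2.25 rose, and Aplnr -3.86, Col1a1 -3.40, Col1a2 -3.38, Col3a1 -3.08, Cdk1 -2.96, Col5a2 -2.83, Pbk -2.75, Rhoj -2.58, Mki67 -2.57 and Col6a3 -2.57 fell. At 20 weeks the increases were Ptgds 3.87, Cst6 2.64, Slc41a2 2.29, H2-Eb1 1.82, Tubb2b 1.79, Slc15a1 1.69, Kcns3 1.66, Ptprz1 1.66, Casq2 1.50 and Creld2 1.37, and the decreases were Aplnr -4.23, Chac1 -3.96, Cdk1 -3.00, Pbk -2.94, Mki67 -2.89, Col1a2 -2.85, Col1a1 -2.85, Cdc20 -2.80, Ube2c -2.70 and Birc5 -2.69. The decreases are cell division genes, collagen chains and vessel genes such as Aplnr and Rhoj, together with the kinase gene Lrrk2 and Chac1, a glutathione-degrading gene of the amino acid stress response. The increases are mixed, with a pump, a channel subunit and transporters (Atp4a, Kcns3, Slc15a1, Slc16a6 and Slc41a2), enzymes (Ptgds, Galc and Sult1c1), the non-coding RNA Snhg11 and the receptors Amhr2 and P2ry14.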

Using a pair-wise analysis, we have uncovered several genes that encode factors important in T cell-antigen-presenting cell interactions (Figure 4a), B-cell antibody production (Figure 4b), members of the chemokine-ligand families, CCL and CxCL (Figure 4c,d), and complement-associated factors (Figure 4e,f) that show marked differential expressions during development of SjS-like disease. These data indicate that the expression profiles for the chemokine, T cell-associated, and immunoglobulin genes precisely mimic the temporal appearance of macrophages/dendritic cells and of T and B lymphocytes into the salivary glands, as determined by immuno-histochemical staining. 

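Of the 6 antigen presentation and T cell genes measured, 0, 1, 3 and 1 rose at 8, 12, 16 and 20 weeks (0, 3, 4 and 3 when adjusted over the list alone, and limma gave 1 at 8 weeks at an unadjusted p under 0.05). Cd74, the invariant chain that guides class II molecules, had log2 fold changes of 1.31 (adjusted p = 0.0471) at 12 weeks and 1.88 (SE 0.39, adjusted p = 0.00851) at 16 weeks, and H2-Aa had 1.68 (adjusted p = 0.0242) at 16 weeks. The T cell receptor probe sets Tcra and Trbv13-2 had log2 fold changes from -0.060 (Tcra at 8 weeks) to 0.045 (Tcra at 20 weeks), and Timd4, a receptor gene of macrophages and other antigen-presenting cells, had 1.76 (SE 0.69) at 16 weeks without passing. Of 22 immunoglobulin genes, Igha was the sole one to pass at 12 and 16 weeks (1 at 16 weeks when adjusted over the list alone), while Ighm, Igk and Jchain had 1.72 (SE 1.13), 1.75 (SE 1.00) and 2.25 (SE 1.17) at 16 weeks. At 8 and 20 weeks 0 passed, with 0 and 1 at an unadjusted p under 0.05. As a set they were higher at 16 weeks, a call lost when the correlation was estimated (camera adjusted p = 3.0e-05, with an estimated correlation adjusted p = 0.361), whereas the presentation set kept it (camera adjusted p = 3.7e-04, with an estimated correlation adjusted p = 0.0323). The immunoglobulin score at 16 weeks was 2.71 and 2.67 in mice 3 and 4 and -0.078 to 0.28 in the other 3. The presentation score at 16 weeks was 2.19 and 2.22 in mice 3 and 4, which also had the highest B cell scores, and 1.04, 0.29 and 0.61 in the other 3. B cells also make class II molecules and Cd74. Both sets cover gene groups of the paper and are not independent evidence. The paper's text does not name the 22 immunoglobulin genes singly.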

More specifically, genes associated with macrophages and dendritic cells exhibit upregulation as early as 8 weeks of age whereas T and B cell-associated genes exhibit upregulated expressions around 12 weeks of age.

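The paper states that transcripts follow the order seen by staining, macrophages and dendritic cells before T and B cells. Ctss, a protease gene of antigen-presenting cells, and C1qb were the members that rose among 21 macrophage and dendritic cell genes, both at 16 weeks (Ctss 1.09, SE 0.25, adjusted p = 0.0156, 8 members when adjusted over the list alone), with 0 at 8 weeks, where limma gave 1 at an unadjusted p under 0.05. Their median log2 fold changes were 0.14, 0.22, 0.48 and 0.24 at 8, 12, 16 and 20 weeks, where mouse 3 had a 20-week score of -0.29 and the other 4 had 0.52 to 0.65, and the set-wide call at 16 weeks was lost when the correlation was estimated (camera adjusted p = 1.1e-04, with an estimated correlation adjusted p = 0.110). None of 17 T cell genes and 15 B cell genes passed at any age. As a set the T cell genes were lower at 12 weeks, a call lost when the correlation was estimated (camera adjusted p = 0.0451, with an estimated correlation adjusted p = 0.633). At 12 weeks limma gave 0 and 0 of them higher at an unadjusted p under 0.05, and at 16 weeks 4 and 4. The medians were -0.063, -0.085, 0.14 and 0.037 for T cell genes and -0.25, -0.34, 0.89 and 0.012 for B cell genes. Ms4a1, the CD20 gene, had -0.84 at 12 weeks and 1.11 (SE 0.87) at 16 weeks, and Cd79a, of the B cell receptor, -1.13 and 1.18. Both were named after their values were seen. At 4 weeks Cd79a was at 4.06, 5.71 and 4.07 (log2) in mice 3, 4 and 5 and 2.57 and 2.63 in mice 1 and 2. At 12 weeks it ran from 2.51 to 3.22, so its negative 12-week value rests on 4-week mice 3, 4 and 5. Scored per mouse, the B cell list at 16 weeks was 3.05 and 2.99 in mice 3 and 4 and -0.57, -0.48 and -0.56 in the other 3, against -0.56 to 0.85 in the 4-week mice (two-sided exact permutation p = 0.405, n = 5). At 16 weeks the T cell list was 0.87 and 0.82 in mice 3 and 4 and -0.24 to -0.032 in the other 3. Of 8 plasma cell genes none passed (median 0.70 at 16 weeks, 0 at an unadjusted p under 0.05). Their score at 16 weeks was 2.67 and 2.55 in mice 3 and 4 and -0.29 to -0.089 in the other 3. Glycam1, made by the vessels through which lymphocytes enter lymph nodes, had a 4-week mean of 7.04 ± 2.65. It followed the B cell score across mice (r = 0.783 between deviations from the age means, Spearman rho = 0.918). The permutation p was 1e-05 for both, the smallest that 100000 resamples give. Without the 2 farthest mice, mouse 4 at 4 weeks and mouse 3 at 20 weeks, r was 0.759. Mice 3 and 4 at 16 weeks were kept in, so the relation without them was not tested.

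**Figure D2:**
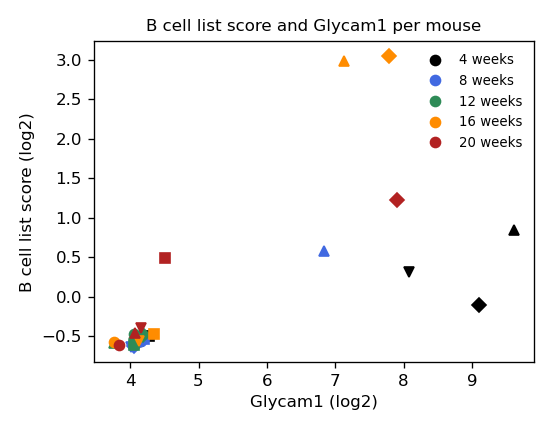
B cell list score (mean log2 value less the mean of the 4-week mice) against the log2 value of Glycam1 in each of the 25 mice. Colors are ages and symbols are replicate numbers, and mice 3 and 4 at 16 weeks sit at the top with scores of 3.05 and 2.99.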

**Figure 4:**
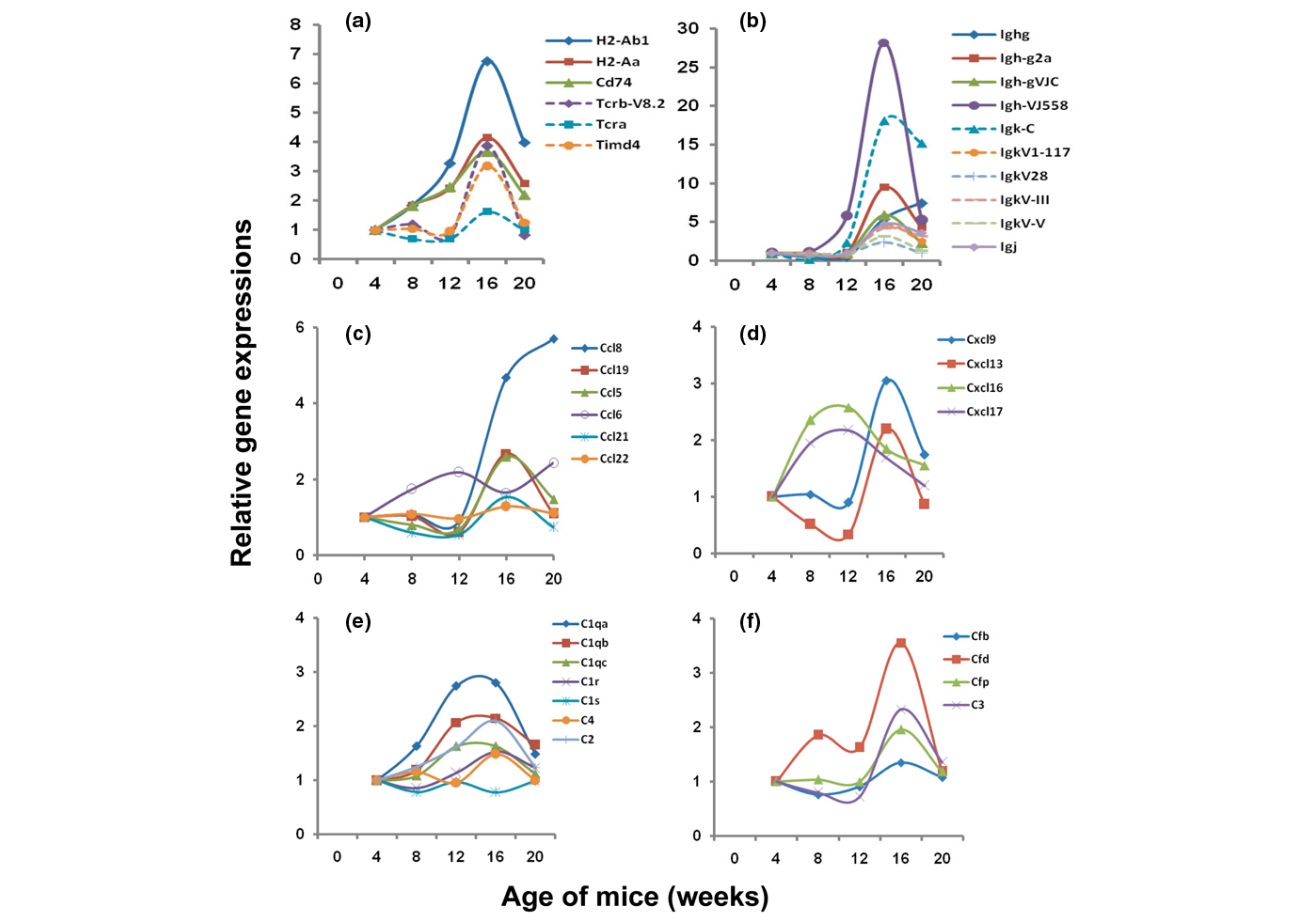
Temporal expressions of genes associated with autoimmunity in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice at 8, 12, 16, and 20 weeks of age relative to 4 weeks of age, including antigen presentation **(a)**, immunoglobulin synthesis **(b)**, chemokine production **(c, d)**, C1q genes **(e)**, and the alternate complement pathway **(f)**, as identified by pair-wise analysis but not Linear Models for Microarray Analysis (LIMMA) and B-statistics. Aec, autoimmunexocrinopathy; NOD, non-obese diabetic.

Although studies linking specific genes with SjS remain limited, several genes and/or gene products have been reported as being associated with either SjS or diseases linked to SjS, such as systemic lupus erythematosus (SLE) and rheumatoid arthritis. These include such genes as *ApoE *[27], *Clu *[28], *Ctla4 *[29], *Fas/Fasl *[30], *Gstm1 *[31], *Il7r *[32], *Ifih1 *[33], *IgG *[34], *Irf5 *[35], *Lyzs *[34], *Mbl *[36], *Ptpn22 *[37], *Sh2b3 *[38], *Stat4 *[39], *Tap2 *[34], *Tgfβ1*, *Tnfa *[40], and *Tnfaip3 *[41]. 

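Of the 18 genes Apoe, Clu, Ctla4, Fas, Fasl, Gstm1, Il7r, Ifih1, Irf5, Lyz2, Mbl2, Ptpn22, Sh2b3, Stat4, Tap2, Tgfb1, Tnf and Tnfaip3, Tgfb1, a cytokine gene that restrains T cells and drives fibrosis, rose at 12 weeks with a log2 fold change of 1.19 (SE 0.35, adjusted p = 0.0443) against 4 weeks. In all 2 passed at 12 weeks when adjusted over the list alone, and at 8, 16 and 20 weeks 0 passed, with 1, 6 and 1 higher in limma at an unadjusted p under 0.05. At 16 weeks the macrophage lysozyme gene Lyz2 had 1.24 (adjusted p = 0.283), Clu 0.99 (adjusted p = 0.0822) and the interleukin 7 receptor gene Il7r 0.49, and at 12 weeks the viral RNA sensor gene Ifih1 had 0.65 and the glutathione transferase gene Gstm1 0.71. Ctla4, Fasl, Irf5, Stat4, Tnf and Tnfaip3 had no expressed probe set. As a set the genes were higher at 16 weeks with the preset correlation (camera adjusted p = 5.8e-04, with an estimated correlation adjusted p = 0.0586). The score of the set at 16 weeks was 0.76 and 0.71 in mice 3 and 4, the 2 with high B cell scores, and 0.0045 to 0.32 in the other 3. The genes were compiled by the paper and are not independent evidence.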

At the same time, a growing list of genes and/or gene products has been reported as being associated with SjS-like disease in mouse models [10,42]. These genes include *Abpb*, *ApoA1*, *Baff (Blys)*, *Ccl11*, *Ccr7*, *Ctss*, *Ctsb*, *Cstc*, *Cxcr3*, *Cxcr4*, *Egf*, *Fgl*, *Fut4*, *Il10r*, *Isg*, *Ltb*, *Ltbr*, *Meis1*, *Nfkβia*, *Pgf*, *Rac1*, *Raf1*, *Socs3*, *Stat6*, *Traf3*, *Tnfrsf13*, and *Vcam1*. 

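Among 22 genes of this group measured, Cst3, the cystatin C gene, rose at 12 and 16 weeks (1.04, SE 0.31, adjusted p = 0.0440, and 1.16 against 4 weeks), Ltbr, the lymphotoxin receptor gene, at 12 weeks (0.60, adjusted p = 0.0309), and Ctss at 16 weeks, while Ccl11, the eotaxin gene, fell at 16 weeks (-0.79, SE 0.16, adjusted p = 0.00734). Pgf, a vascular growth factor gene without an expressed probe set, passed at 20 weeks with 0.20 (adjusted p = 0.0296). The numbers that rose at 8, 12, 16 and 20 weeks were 0, 2, 2 and 1 (0, 2, 2 and 1 when adjusted over the list alone), with 1 higher and 1 lower at 8 weeks in limma at an unadjusted p under 0.05. The chemokine receptor genes Ccr7 and Cxcr4 and the lymphotoxin gene Ltb, each made by lymphocytes, had 0.96, 0.72 and 0.90 at 16 weeks and -0.26, -0.84 and -1.13 at 12 weeks. The 4-week mice differed in lymphocyte signal, with B cell scores of -0.10, 0.85 and 0.32 in mice 3, 4 and 5. Mice 1 and 2 at 4 weeks had -0.56 and -0.50, and the 12-week mice -0.61 to -0.47. The negative 12-week values therefore do not show a fall of lymphocyte genes. The Ccr7 values at 16 weeks were 6.40 and 5.41 in mice 3 and 4 and 2.96 to 3.17 in the other 3 (log2), and the score of the set was 0.86 and 0.83 in mice 3 and 4, the 2 with high B cell scores, and -0.25 to 0.056 in the other 3. Egf, a product of the granular ducts, had 0.23, 0.21, 0.16 and 0.25, the homeobox gene Meis1 0.86, 0.18, 0.064 and 0.53 and the adhesion gene Vcam1 -0.016, -0.28, 0.43 and 0.39. The remaining genes, Apoa1, Tnfsf13b (Baff), Ctsb, Cxcr3, Fut4, Il10ra, Nfkbia, Rac1, Socs3, Stat6 and Tnfrsf13b, did not pass at any age. The set did not separate from other genes at 16 weeks once the correlation was estimated (camera adjusted p = 0.0145, with an estimated correlation adjusted p = 0.211), and it is the paper's selection, not independent evidence.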

Despite the fact that C57BL/6.NOD-*Aec1Aec2 *mice represent a single individual genetically, a surprisingly high number of these genes, whether associated with human disease or disease in mouse models, exhibited specific temporal changes in their expression profiles when analyzed using a pair-wise comparison, as presented in Figure 5.

**Figure 5:**
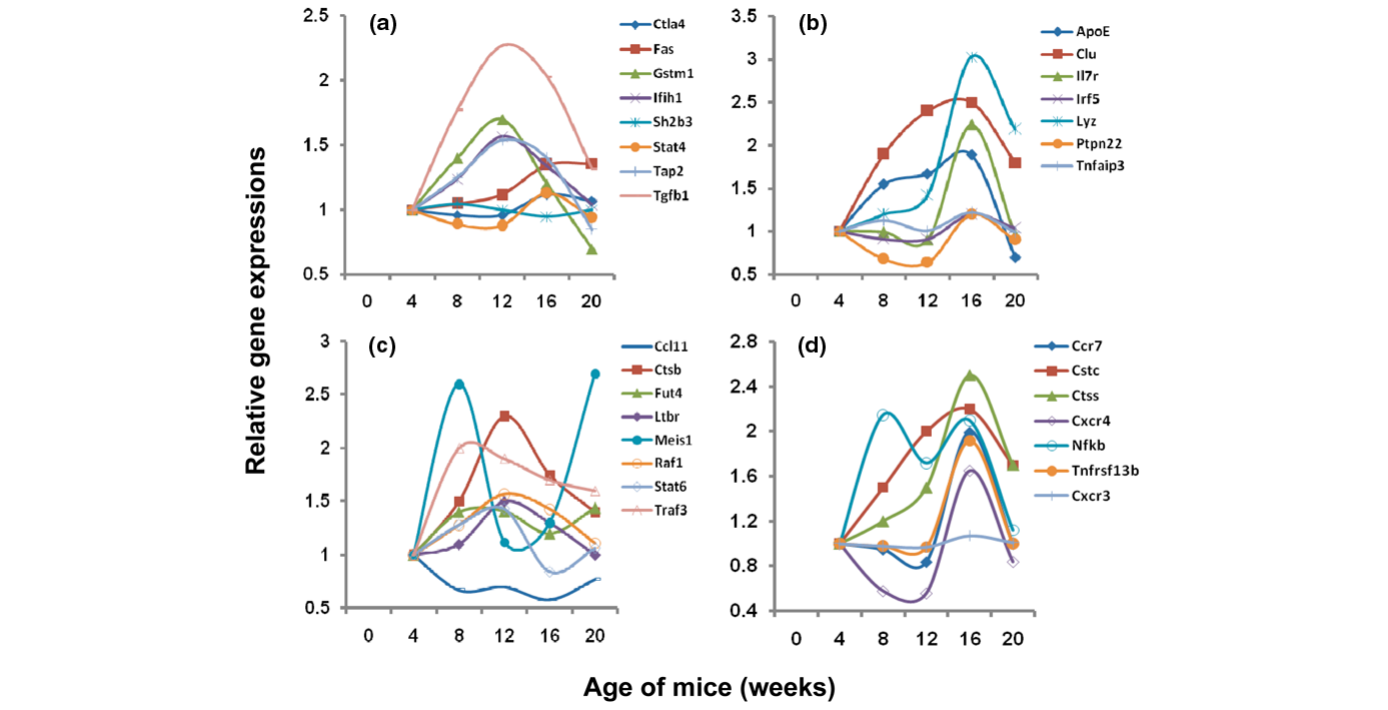
Differential expression of genes reported to be associated with connective tissue autoimmunity in humans and/or mouse models. Temporal changes in gene expressions in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice for genes that are reportedly associated with Sjögren's syndrome, systemic lupus erythematosus, and/or rheumatoid arthritis in humans **(a, b) **and genes considered important for disease development in the salivary glands of non-obese diabetic (NOD) and NOD-derived mice **(c, d)**. Expression profiles are presented for these genes at 8, 12, 16, and 20 weeks of age relative to 4 weeks of age. Aec, autoimmunexocrinopathy.

## Discussion

In the present study, we used microarray technology to identify genes whose temporal expressions are differentially regulated during development of sialadenitis and xerostomia in the C57BL/6.NOD-*Aec1Aec2 *mouse model of primary SjS. The use of C57BL/6.NOD-*Aec1Aec2 *mice offers two advantages for microarray studies: first, the C57BL/6J background of C57BL/6.NOD-*Aec1Aec2 *mice eliminates features of NOD mice which complicate interpretation of potential underlying genetic and pathophysiological causes of autoimmunity, and second, non-autoimmune C57BL/6J parental mice provide an excellent comparative control identifying normal physiological changes. Development of SjS-like disease in C57BL/6.NOD-*Aec1Aec2 *mice progresses through several sequential, yet continuous, covert pathological stages, resulting eventually in the onset of overt clinical manifestations. Our extensive studies with C57BL/6.NOD-*Aec1Aec2 *mice have defined biological and immunological features associated with various stages of SjS-like disease [4], thereby establishing a basis for correlating gene expressions and pathology.

Results presented herein, similar to microarray results recently reported for the lacrimal gland [9], indicate that HPCluster analysis of the microarray data identifies multiple sets of genes whose associated pathways correlate with concepts currently hypothesized to explain the early pathophysiological processes and subsequent autoimmunity. In this regard, our statistical analyses identified 480 genes that were differentially expressed in the salivary glands over the five ages examined, although few of these genes actually reside within either the *Aec1 *or *Aec2 *genetic regions. Since the vast majority of these 480 genes are scattered throughout the genome, identifying primary candidate genes regulating development of SjS-like disease versus secondary genes representing either activations of downstream events or functionally linked molecular interactions poses a daunting task. Nevertheless, the present results appear to provide validation for the genomic microarray approach in understanding the underlying immuno-pathophysiological features of SjS.

This study also provides a global genomic analysis of differentially expressed genes, permitting an expansive overview of biological processes and gene interactions revealing potentially important pathways even when many genes within a particular pathway may not exhibit altered expression or be involved in normal cellular functions. Examples of this include the upregulation of genes involved in apoptosis, cell adhesions, or homeostasis of lipid, lipoprotein, and fatty acid metabolism, three biological processes central to salivary and lacrimal gland functions. In addition, this study revealed individual genes that exhibit differential expressions during specific phases of disease, pointing to additional interactive pathways involved in pathological events. Examples of such genes would include those encoding for chemokines, complement factors, and T- and B-cell signaling.

Although microarray data permit the identification of genes that are differentially expressed, perhaps one of the more interesting results highlighted by the present study, and in support of our previous studies [9,10], is the ability of the microarray analyses to confirm a rapidly changing gene expression profile during the chronic progression of disease development and subsequent salivary gland dysfunction. While considerable emphasis is placed on genes that are upregulated as being involved in this pathogenesis, many genes exhibit statistically significant downregulated differential expressions, as depicted in clusters 2 and 3 of the heatmap and in the pair-wise analyses. 

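Decreases of over 2-fold against 4 weeks numbered 60 genes at 8 weeks, 72 at 12 weeks, 133 at 16 weeks and 133 at 20 weeks, beside 129, 405, 153 and 72 increases of that size. Changes of any size at 20 weeks were 207 increases and 276 decreases, and 1134 and 483 without mouse 3 at 20 weeks. Among the deepest falls at 20 weeks were those of Aplnr (0.0532 of its 4-week level), Chac1 (0.0643) and Cdk1 (0.125). Smgc, which marks immature acinar cells of the sublingual and young submandibular gland, had log2 fold changes of -3.09 and -2.96 at 8 and 12 weeks without passing (adjusted p = 0.0942 and 0.0610) and fell at 16 and 20 weeks (-4.02, SE 0.95, adjusted p = 0.0187, and -3.68), the sole change among 4 sublingual genes. Its log2 values at 4 weeks were 12.33 to 13.12 in mice 2, 3 and 4 but 7.82 and 8.69 in mice 1 and 5, near the 12-week mean of 7.96 ± 0.13, so the fall rests on 3 of the 4-week mice. Without mouse 5 at 16 weeks, the lowest of that age, Smgc had -3.20 and did not pass, and without mouse 3 at 20 weeks it had -3.02 and passed. Of 7 parotid genes, Lpo, the lactoperoxidase gene, fell at 20 weeks (-1.07, adjusted p = 0.0211). The parotid score at 20 weeks was -2.49 and -2.77 in mice 1 and 5 and 0.43 to 0.94 in the others. In the 4-week mice it ran from -2.26 to 1.12. The sublingual list was lower than other genes at 16 weeks with the preset correlation (camera adjusted p = 0.0177, with an estimated correlation adjusted p = 0.152). The amylase gene Amy1, a parotid product, varied widely between mice of a single age (13.60 ± 2.62 at 20 weeks, n = 5). It was named after its values were seen.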

We suspect that this indicates two important events. First, at 4 weeks of age, major changes in salivary gland homeostasis depicting normal, age-related cellular processes are occurring, thus resulting in decreased expressions of these genes at the later ages. Second, development of pathological conditions within the salivary gland results in loss of cellular functions, thereby decreasing gene expressions of many biological processes. Nevertheless, the largest cluster of genes (cluster 1) identified differentially expressed genes upregulated with maximal expression levels at 12 to 16 weeks of age, or the time of detectable inflammation. This would indicate that numerous aberrant biochemical and physiological activities are occurring prior to both autoimmunity and overt disease onset. 

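Atf3, a transcription factor gene of the stress response, had a log2 fold change of 0.93 (SE 0.26, adjusted p = 0.0334) against 4 weeks and was the sole change among 17 immediate early genes at 12 weeks, and Dnajb9, a chaperone gene of the endoplasmic reticulum, rose at 16 weeks (0.95) and 20 weeks (1.23). Of 19 genes for chaperones and the unfolded protein response, 2 rose at 20 weeks, Dnajb9 and Creld2 (1.37), and 2 fell, Chac1 (-3.96, SE 0.52, adjusted p = 1.1e-04) and Trib3, a pseudokinase gene (-1.43, adjusted p = 0.00211). Of 10 granular duct products, the kallikrein genes Klk1b16 and Klk1b5 rose at 12 weeks (0.36 and 0.45) and Klk1 fell at 12, 16 and 20 weeks (-0.29, -0.41 and -0.42). Of 13 fluid secretion genes, Itpr2 and Itpr3, another calcium release channel (0.57), rose at 12 weeks, and the water channel gene Aqp5 had -0.26, -0.24, -0.43 and -0.58 without passing.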

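At 20 weeks against 4 weeks, the increases were of several kinds. H2-Eb1 had a log2 fold change of 1.82 (SE 0.37, adjusted p = 0.00750), Ptgds 3.87, Cck 1.14 and Gzma 1.13 (n = 5 mice per age). Others were the transporter genes Slc41a2 and Slc15a1 (1.69), the tubulin gene Tubb2b (1.79) and Kcns3, a potassium channel subunit gene (1.66). Transport genes that rose at 12 weeks had smaller changes at 20 weeks, with Stx4a at 1.37 and then 0.44, and Abcc1 at 0.85 and then -0.092 (0.67 and -0.075 at 20 weeks without mouse 3, the array of lowest correlation). Slc2a4 had 2.02 and then 1.13, but 1.86 without that mouse. Of the 13 genes of that set Abcg1 and Slc22a18 remained past the test at 20 weeks, and 6 without that mouse. Increases and decreases at 20 weeks numbered 207 and 276 with mouse 3 and 1134 and 483 without it.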

Finally, except for genes associated mainly with inflammation and autoimmunity, most genes are no longer upregulated at the onset of clinical disease.

Data analyses in the present study used two distinct methods. The first was identification of genes differentially expressed based on statistical evaluations across development of disease. For the present study, we specifically chose a cutoff value of B-statistics *P *value of 0.05, which identified 480 genes with a probability of greater than 80% that each gene is differentially expressed. These were considered genes of interest identified in an unbiased manner. The second process, however, was to perform pair-wise analyses in which a gene's relative expressions at 8, 12, 16, and 20 weeks were compared with its expression at 4 weeks, an age point arbitrarily set as pre-disease. This analysis was used to identify genes whose differential expressions might correlate with a specific phase of SjS-like disease and indicate a specific altered biological process.

A concern, and possible weakness, in these microarray analyses is whether important data are missed when differential gene expressions are determined by statistical measurements or pair-wise analyses. An example of this would be the detected expressions of chemokines and their receptors, a large family of proteins that regulate leukocyte trafficking to tissue sites. It is assumed that in SjS small numbers of macrophages along with dendritic cells are the first leukocytes to enter the salivary glands, acting to recruit the T and B lymphocytes that subsequently form lymphocytic foci commonly seen in the exocrine glands of SjS patients and animal models. This raises the question of whether the low numbers of these cell populations express sufficient levels of mRNA transcripts for detection. In the present study, we were able to detect expression of several CXC and CC ligand genes in the salivary glands starting at 8 weeks of age, the precise time when leukocytes begin entering the exocrine tissues in large numbers. 

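Of 35 CC and CXC chemokine genes on the array, 0 rose at 8 weeks, where limma gave 2 higher and 3 lower at an unadjusted p under 0.05. At 12 weeks 2 rose, 1 at 16 weeks and 2 at 20 weeks, and 1, 2 and 0 fell. The decreases were Cxcl1, a neutrophil attractant gene, at 12 weeks (-0.93, SE 0.26, adjusted p = 0.0351, against 4 weeks), Ccl28, a mucosal chemokine gene that draws IgA-secreting cells, at 16 weeks (-1.15, SE 0.29, adjusted p = 0.0262), and Ccl11 at 16 weeks. Ccl9, a macrophage chemokine gene, rose at 20 weeks (1.16, SE 0.26, adjusted p = 0.0151). As a family they did not separate from other genes at any age (at 12 weeks camera adjusted p = 0.0951, with an estimated correlation adjusted p = 0.618).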

The relatively limited profile of detectable chemokines probably indicates a highly restricted transcript expression. Of interest, the first CXC ligand chemokine gene detected is *Cxcl16*, an interferon-gamma-regulated chemokine whose product attracts natural killer (NK) cells and memory CD4^+ ^memory T cells (possibly T_H_17 cells). This is subsequently followed by detectable *Cxcl9*, whose product attracts T_H_1 cells, and *Cxcl13*, whose product attracts B1 and B2 B lymphocytes.

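Cxcl16 and Cxcl17, the latter a mucosal chemokine gene, rose at 12 weeks, with log2 fold changes of 1.28 (SE 0.34, adjusted p = 0.0256) and 1.12 (SE 0.33, adjusted p = 0.0403) against 4 weeks. At 8 weeks Cxcl16 had 1.14 (adjusted p = 0.0846) and did not pass. Cxcl9 rose at 16 weeks (1.61, SE 0.38, adjusted p = 0.0190) after 0.058 and -0.16 at 8 and 12 weeks. Cxcl13 had -0.84, -1.20, 0.74 and -0.18 with an SE of 0.96 and did not pass. Its 16-week log2 values were 7.86 and 7.27 in mice 3 and 4 and 2.67 to 2.80 in the other 3. It belongs to follicles of lymph nodes as well as of infiltrates. Of these 4, 2 rose at 12 weeks and 1 at 16 weeks (2 and 3 when adjusted over the list alone), with 0 at 8 and 20 weeks, where limma gave 2 and 2 at an unadjusted p under 0.05. The set-wide call at 16 weeks was lost when the correlation was estimated (camera adjusted p = 0.00269, with an estimated correlation adjusted p = 0.0592), and the score at 16 weeks was 2.04 and 1.79 in mice 3 and 4, the 2 with high B cell scores, and -0.048 to 0.78 in the other 3. These genes are the paper's and not independent evidence. In a separate list of 25 interferon-stimulated genes, 4 rose at 16 weeks (8 when adjusted over the list alone), Cxcl9, the immunoproteasome genes Psmb9 (1.48) and Psmb8 (0.91) and the GTPase gene Igtp (0.93), and 0 at the other ages, where limma gave 0, 1 and 7 higher at 8, 12 and 20 weeks at an unadjusted p under 0.05.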

Recently, Delaleu and colleagues [42] reported that several CCL chemokines, including CCL-2, CCL-5, CCL-7, CCL-9, CCL-19, and CCL-22, were differentially expressed in sera and/or saliva of NOD mice at onset of SjS-like disease when compared with levels observed in BALB/c mice, suggesting that these proteins are biomarkers since they correlated with the state of hyposalivation. In the present study, we found *Ccl5 *(coding for Rantes), *Ccl8 *(coding for MCP-2), *Ccl19 *(coding for MIP-3), and possibly *Ccl21 *and *Ccl22 *to be upregulated. 

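None of Ccl5, Ccl8 and Ccl22 passed the test against 4 weeks. Ccl5, made by T and natural killer cells, had log2 fold changes of -0.53 at 12 weeks, 1.38 (SE 0.60, adjusted p = 0.274) at 16 weeks and 0.57 at 20 weeks, and Ccl22, a dendritic cell chemokine gene without an expressed probe set, had 0.36 (SE 0.19) at 16 weeks. With Ccl6, the CC set measured held 4 genes, of which 0 passed at 16 weeks and 1 at 20 weeks (3 and 2 when adjusted over the list alone), and limma gave 0, 1, 3 and 2 higher at 8, 12, 16 and 20 weeks at an unadjusted p under 0.05. The set-wide call at 16 weeks was lost when the correlation was estimated (camera adjusted p = 0.00495, with an estimated correlation adjusted p = 0.0981), and the score at 16 weeks was 2.11 and 2.13 in mice 3 and 4, the 2 with high B cell scores, and -0.13 to 1.24 in the other 3. The set follows the paper and is not independent evidence.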

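Ccl8, a monocyte attractant gene, had a mean log2 value of 4.27 ± 0.80 at 4 weeks and 6.78 ± 1.24 at 20 weeks (SD, n = 5). Signals of different probe sets do not rank genes by abundance, so its level is not compared with those of other chemokine genes. Against 4 weeks Ccl8 had log2 fold changes of 2.23 (SE 0.88, adjusted p = 0.210) at 16 weeks and 2.51 (SE 0.88, adjusted p = 0.161) at 20 weeks, and 0.11 and -0.13 at 8 and 12 weeks.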

The most prevalent *Ccl *gene transcript in the salivary glands was *Ccl8*, whose product is a chemoattractant for monocytes and possibly NK and T cells. *Ccl6*, which shows a slight bi-modal expression and is clearly expressed prior to the other *Ccl *genes, is involved in myeloid cell differentiation; thus, this chemokine appears to be expressed in concert with *Cxcl16*. 

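Ccl6, a myeloid cell chemokine gene, rose at 20 weeks, with a log2 fold change of 0.80 (SE 0.20, adjusted p = 0.0280) against 4 weeks, after 0.41 at 8 weeks, 0.63 (adjusted p = 0.0529) at 12 weeks and 0.44 at 16 weeks. The dip from 12 to 16 weeks was -0.20 (SE 0.20) and the step from 16 to 20 weeks 0.36 (SE 0.20), and neither passed.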

Although our microarray data do not match perfectly with the results reported by Delaleu and colleagues [42], it must be remembered that the latter study was carried out with fluids obtained from NOD mice predisposed for three autoimmune diseases: SjS, T1D, and possibly thyroiditis.

Using pair-wise analyses, we have identified many genes that show temporal changes in expressions correlating with specific phases of SjS. This is clearly demonstrated by considering the profiles of complement component genes. Of particular interest is the complement factor C1q. Polymorphisms present in C1q have been shown to correlate with SLE in humans [43], but the role of complement in SjS remains highly speculative. Our recent studies in NOD and C57BL/6.NOD-*Aec1Aec2 *mice indicate a crucial role for C3 in the development of salivary and lacrimal gland dysfunction [44]. Results from the present microarray study indicate that transcripts of *C1qα*, *C1qβ*, and *C1qγ*, whose products form the core of C1q, are highly upregulated, showing maximal levels between 12 and 16 weeks of age. 

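C1qb was the C1q gene that passed, at 16 weeks, with a log2 fold change of 0.94 (SE 0.26, adjusted p = 0.0468) against 4 weeks, beside 0.28, 0.71 and 0.87 at 8, 12 and 20 weeks. C1qa had 1.46 (SE 0.79, adjusted p = 0.318) at 12 weeks and 1.49 (adjusted p = 0.423) at 16 weeks, and C1qc had 0.71 and 0.71 (SE 0.55). The 3 genes are made together in macrophages, and Csf1r, another macrophage gene, had 0.36, 0.48, 0.52 and 0.18 at 8, 12, 16 and 20 weeks. Of 6 classical pathway genes (with C1ra, C1s1 and C2), 1 rose at 16 weeks (2 when adjusted over the list alone), and 0 at the other ages, where limma gave 0, 1 and 1 at an unadjusted p under 0.05. The score at 20 weeks was -1.24 in mouse 3, the array of lowest correlation, and 0.67 to 0.86 in the other 4, and without that mouse C1qa and C1qb passed at 20 weeks (1.79 and 1.13). The call for the set at 16 weeks was lost when the correlation was estimated (camera adjusted p = 0.00473, with an estimated correlation adjusted p = 0.254). It lists genes the paper chose and is not independent evidence.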

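C1ra and C1s1, the serine proteases of the C1 complex, did not pass at any age (n = 5 mice per age). C1ra had log2 fold changes against 4 weeks of -0.21, 0.19, 0.62 and 0.30 at 8, 12, 16 and 20 weeks (adjusted p = 0.264 at 16 weeks), and C1s1 had -0.35, -0.036, -0.35 and -0.014 (adjusted p = 0.899). C2, which the C1s protease cleaves, had 0.50 (SE 0.15) at 16 weeks.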

Whereas transcription of *C1r *was slightly elevated, transcription of *C1s *was slightly depressed. 

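The membrane attack genes C6, C8a, C8b, C8g and C9 did not pass at any age, with log2 fold changes against 4 weeks from -0.089 (C9 at 8 weeks) to 0.11 (C8b at 20 weeks). C8a, C8b and C8g had no expressed probe set. Cd59a, whose product stops the assembly of the complex on the cell, rose at 12 weeks (2.15, SE 0.50, adjusted p = 0.0111) and had 1.46, 1.72 and 1.49 at 8, 16 and 20 weeks without passing. At 20 weeks Cd59a was at 6.16 (log2) in mouse 3, the array of lowest correlation, against a median of 9.22 in the others. Without that array it passed at 20 weeks. Clu, the clusterin gene, had 0.58, 0.86, 0.99 and 0.56 and did not pass, from a 4-week mean of 9.60 ± 0.48 (SD, n = 5). Of these 7 genes, 1 rose at 12 weeks (2 when adjusted over the list alone) and 0 at the other ages, with 1, 2 and 1 higher in limma at an unadjusted p under 0.05 at 8, 16 and 20 weeks. The set did not separate from other genes (at 12 weeks camera adjusted p = 0.915, with an estimated correlation adjusted p = 0.961), and it is the paper's, not independent evidence.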

Since C1s is essential for activation of the classical complement pathway, we hypothesize that the complement membrane attack complex plays little or no role in SjS-associated salivary gland disease, a concept supported by the fact that expressions of *C6 *through *C9 *transcripts were unchanged, plus the high transcript levels of both *Clu *(clusterin) and *CD59 *(protectin), two complement membrane attack complex inhibitors. In contrast, genes comprising the alternate pathway (that is, *Cfb*, *Cfd*, *Cfp*, and *C3*) were all upregulated, suggesting that the alternate pathway may be active in the disease process. 

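Of the alternative pathway genes, Cfb and Cfp were measured here and did not pass at any age. Cfb, the protease of the alternative convertase, had log2 fold changes of -0.39, -0.14, 0.43 and 0.11 at 8, 12, 16 and 20 weeks against 4 weeks, with an SE of 0.27 and adjusted p = 0.539 at 16 weeks. Cfp, the properdin gene of leukocytes, had 0.020, -0.026, 0.48 and 0.30, with adjusted p = 0.205 at 16 weeks and no expressed probe set. Adjusted over these 2 genes alone, 1 passed at 16 weeks, and limma gave 0, 0, 1 and 0 higher at 8, 12, 16 and 20 weeks at an unadjusted p under 0.05 (camera adjusted p = 0.0672, with an estimated correlation adjusted p = 0.293 at 16 weeks). The score of the 2 genes at 16 weeks was 0.87 and 1.404 in mice 3 and 4, the 2 with high B cell scores, and -0.044 to 0.038 in the other 3. The authors named both on these samples, so they are not independent evidence.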

At the same time, C1q may be upregulated in response to a decreased efficacy in the clearance of apoptotic cells/debris that could affect tissue homeostasis, antigen presentation, and subsequent regulatory T (T_reg_) cell activation. In addition to C1q, factors involved in the clearance of apoptotic debris by phagocytes include CD91/LRP-1, CD93, and calreticulin, as modeled in Figure 6a. In brief, C1q is one of the known molecules responsible for binding to apoptotic cells in order for efficient clearance, especially by macrophages [45,46]. Whether this function requires the C1r and C1s subunits is unclear, but deficiencies in a subunit of C1q can increase susceptibility to autoimmunity [47]. The interaction between C1q and its receptors on phagocytes is mediated by calreticulin, a molecule that ultimately binds to the receptor, CD91/LRP-1, expressed in conjunction with CD93. CD93, in turn, is a cell surface molecule that is tethered to the cytoskeleton via moesin [45]. Moesin translocates to the nucleus during retinoic acid-induced differentiation, but this latter process involving RAR/PPAR-γ (retinoic acid receptor/peroxisome proliferator-activated receptor-gamma) signaling is hypothesized to be defective in this model [25]. Moesin, a member of the FERM (4.1 protein, ezrin, radixin, moesin) domain-containing family of proteins interacting with cytosolic tails of trans-membrane proteins, can activate the IL-2/IL-2R pathway [48], a system well known to be inefficient in maintaining T_reg _cells in this model of autoimmunity. Expression profiles for these genes, presented in Figure 6b, indicate that the transcript levels of these interactive factors are either downregulated or unchanged throughout the course of disease development, thereby suggesting that this mechanism of apoptotic cell clearance may not be functioning. 

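Cd93 fell at each age, with log2 fold changes of -1.11 (SE 0.13, adjusted p = 4.7e-05) at 8 weeks, -1.35 (SE 0.13, adjusted p = 2.3e-06) at 12 weeks and -1.23 and -1.03 at 16 and 20 weeks against 4 weeks. Its 12-week level was 0.392 of the 4-week level and ran from 0.369 to 0.718 over other settings. Cd93 is made by endothelial cells as well as by phagocytes, and the endothelial list, which includes it, also fell (median -0.33 at 12 weeks). Msn, the moesin gene, had -0.61, -0.66, -0.18 and 0.0090, Lrp1, the CD91 gene, 0.52, 0.55, 0.27 and 0.28 and Calr, the calreticulin gene, 0.15, 0.24, -0.053 and 0.46, and none of the 3 passed (Msn adjusted p = 0.268 at 12 weeks). At 20 weeks Lrp1 was at 4.07 (log2) in mouse 3, the array of lowest correlation, against a median of 6.70 in the others. Of the 10 clearance genes, 1 fell and 0 rose at each age, also when adjusted over the list alone. The set was lower than other genes at 12 weeks with the preset correlation, a call lost when the correlation was estimated (camera adjusted p = 0.0394, with an estimated correlation adjusted p = 0.241). It is the paper's selection and not independent evidence.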

Interestingly, other components known to participate in clearance of apoptotic cells (that is, the surfactant proteins SP-A, SP-B, SP-C, and SP-D or the mannose-binding lectin MBL) exhibit no temporal changes in gene expression levels.

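The surfactant genes Sftpa1, Sftpb, Sftpc and Sftpd and the lectin genes Mbl1 and Mbl2 did not pass at any age, with log2 fold changes from -0.17 (Mbl1 at 12 weeks) to 0.050 (Sftpb at 20 weeks) against 4 weeks. Their 4-week means ran from 1.75 to 4.66, against a median of 3.27 over all probe sets, and Sftpa1, Sftpb, Mbl1 and Mbl2 had no expressed probe set. Where no probe set is expressed, an unchanged value cannot be told from a lack of signal.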

**Figure 6:**
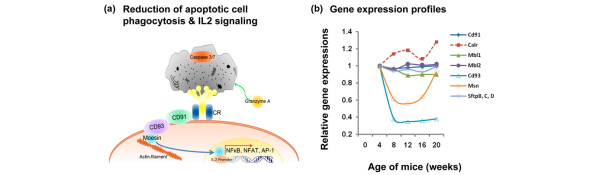
Temporal changes in gene expressions in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice for genes associated with clearance of apoptotic cells. **(a)** Model of the proposed mechanism for the (lack of) clearance of apoptotic cell debris by phagocytic cells, resulting in reduced interleukin-2 (IL-2) production by phagocytic cells. **(b)** Expression of genes associated with apoptotic cell clearance. Expression profiles are presented for these genes at 8, 12, 16, and 20 weeks of age relative to 4 weeks of age. Aec, autoimmunexocrinopathy; AP-1, activation protein-1; CR, complement receptor; NFAT, nuclear factor of activated T cells; NF-κB, nuclear factor-kappa-B; NOD, non-obese diabetic.

Lastly, it is imperative to comment on the relevance of our microarray data with respect to human SjS and whether differentially expressed genes provide any clues to understanding the immuno-pathophysiological processes underlying SjS-like disease. As presented in Figure 5, our results demonstrated that a large number of genes/factors that have been reported to correlate with SjS or other rheumatic diseases in humans are also differentially expressed in the salivary glands of C57BL/6.NOD-*Aec1Aec2 *mice. Furthermore, the microarray study of Hjelmervik and colleagues [49], to date the most extensive microarray study of human SjS patients, shows a remarkable overlap with the current mouse studies, not necessarily between specific genes but within biological processes and functions of differentially expressed genes. These include upregulation of interferon-associated genes, antigen processing and presentation, T- and B-cell differentiation and functions, and apolipoproteins, plus downregulation of secretory and cell proliferation. 

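For the interferon-stimulated genes the median log2 fold changes were 0.079, 0.10, 0.54 and 0.31 at 8, 12, 16 and 20 weeks against 4 weeks, and the set-wide call at 16 weeks was lost when the correlation was estimated (camera adjusted p = 7.6e-08, with an estimated correlation adjusted p = 0.0566). Apoe did not pass at any age, and Apoa1, an apolipoprotein gene of liver and gut, had no expressed probe set (-0.055, -0.048, -0.062 and -0.00049). The muscarinic receptor gene Chrm1 had -0.28, 0.10, -0.041 and -0.23 and did not pass, and of the fluid secretion genes none was lower at 20 weeks, where limma gave 4 lower at an unadjusted p under 0.05. The fluid secretion score at 20 weeks was -0.85 in mouse 3, the array of lowest correlation, -0.40 in mouse 5 and 0.021 to 0.086 in the others. Cell division genes were lower from 8 weeks on (medians -0.76, -0.71, -0.63 and -0.76).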

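Cd74 and Car2, the carbonic anhydrase II gene of saliva-forming cells, were the genes that passed among the 6 measured (n = 5 mice per age). Cd74 rose by log2 fold changes of 1.31 at 12 weeks and 1.88 at 16 weeks against 4 weeks, and Car2 fell at 16 weeks (-1.11, SE 0.27, adjusted p = 0.0222). Il6 had no expressed probe set (-0.042, -0.041, -0.027 and 0.012 at 8, 12, 16 and 20 weeks), and Bcl2l2, a survival gene, had -0.00031, 0.12, -0.65 and -0.61 (adjusted p = 0.375 at 16 weeks) without passing. Adjusted over these 6 alone, 1 rose and 1 fell at 16 weeks, and as a set they did not separate from other genes (camera adjusted p = 0.891, with an estimated correlation adjusted p = 0.924). The paper picked them, so they are not independent evidence.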

Specific genes include *Il6*, *Cd74*, *CaII*, *Bcl2l2*, *Cxcl13*, and *Ccr7*. Thus, given the extent of the overlaps already seen, C57BL/6.NOD-*Aec1Aec2 *mice appear to offer a unique opportunity to identify genetic factors regulating processes leading to SjS.

In summary, our earlier microarray studies [9] with lacrimal glands from C57BL/6.NOD-*Aec1Aec2 *mice and now the present studies with salivary glands are permitting us to propose several new concepts pertaining to what molecular events may lead to SjS and SjS-like disease. These include (a) retarded maturation of myeloid cells, especially macrophages and dendritic cells, possibly due to depressed response mediated by low levels of retinoic acid receptors and PPAR-γ; (b) reduced efficacy of macrophages and dendritic cells in antigen presentation, possibly due to an overexpression of cathepsin-S, leading to increased auto-antigen presentation by B cells; (c) lack of regulation of the T_H_17 effector cell population by reduced activation of both T_reg_1 and T_Foxp3 _cells, possibly due to low levels of IL-2; (d) depositions of fatty acids and lipoproteins in the lacrimal glands, due to changes in lipid receptors and transporters; and (e) decreased efficacy in the clearance of apoptotic cells/debris, due to reduced signal transduction and activation of phagocytes via the C1q/CD91/CD93/moesin pathway. Functional studies should be able to determine which of these biological processes is (are) critical pathological entities for SjS.

## Conclusions

We have used a genomic approach to identify genes that are differentially expressed in the salivary glands during the development and early-onset phases of SjS-like disease of C57BL/6.NOD-*Aec1Aec2 *mice. This approach identified 480 genes that could be grouped into one of four expression patterns during development of disease. However, additional genes exhibited marked changes in their expressions during the time frame studied, based on simple pair-wise analyses. While a more complete analysis of these data will require considerable time, a number of expected and unexpected biological processes, signaling pathways, and potential dysfunctions have been identified. As might be predicted, virtually all biological processes during the early stages of disease (4 to 16 weeks of age) relate to altered cell functions, with inflammation- and autoimmunity-related processes appearing much later (16 to 20 weeks of age). Most importantly, these types of analyses permit construction of hypothetical models for SjS which now can be examined in greater detail *in vivo*, possibly confirming the identification of specific SjS-susceptibility candidate genes and their subsequent downstream molecular pathways.

## Abbreviations

Aec: autoimmunexocrinopathy; BIRCH: balanced iterative reducing and clustering using hierarchies; EGF: epidermal growth factor; Idd: insulin-dependent diabetes; IL: interleukin; LIMMA: Linear Models for Microarray Analysis; mAChR: muscarinic acetylcholine receptor; NK: natural killer; NOD: non-obese diabetic; PANTHER: protein analysis through evolutionary relationships; PCR: polymerase chain reaction; PPAR-γ: peroxisome proliferator-activated receptor-gamma; SjS: Sjögren's syndrome; SLE: systemic lupus erythematosus; T_H_: T helper (cell); T_reg_: regulatory T (cell).

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ABP designed the study and participated in the pair-wise analyses and in the preparation of the manuscript. CQN prepared the mRNA for microarray analysis and participated in the pair-wise analyses and in the preparation of the manuscript. BHL carried out the reverse transcriptase-polymerase chain reaction validation studies and participated in the preparation of the manuscript. JXS carried out the microarrays. AS and RAM provided the initial analyses of microarray data. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Verification of microarray data by RT-PCR. Four genes, *Ctsb, Apoe, Akt1 *and *Fdft1*, identified as displaying different levels of transcripts in the microarrays of salivary glands over time were selected for RT-PCR analyses. **A**. PCR band intensities visualized with ethidium bromide staining. **B**. Plot of PCR band intensities. **C**. Corresponding plot of transcripts as determined by microarray. *G3pdh *was used to control for fidelity of the RT-PCRs. As the band intensities of *G3pdh *remained constant over all the time points, the relative band intensities are not shown here. Click here for file

# Supplementary material for: Differential gene expression in the salivary gland during development and onset of xerostomia in Sjögren's syndrome-like disease of the C57BL/6.NOD-Aec1Aec2 mouse
**Source:** Arthritis Res Ther. 2009 Apr 20;11(2):R56. doi: 10.1186/ar2676
**Supplement:** Additional file 1 — Verification of microarray data by RT-PCR. Four genes, Ctsb, Apoe, Akt1 and Fdft1, identified as displaying different levels of transcripts in the microarrays of salivary glands over time were selected for RT-PCR analyses. A. PCR band intensities visualized with ethidium bromide staining. B. Plot of PCR band intensities. C. Corresponding plot of transcripts as determined by microarray. G3pdh was used to control for fidelity of the RT-PCRs. As the band intensities of G3pdh remained constant over all the time points, the relative band intensities are not shown here.

## Slide 1
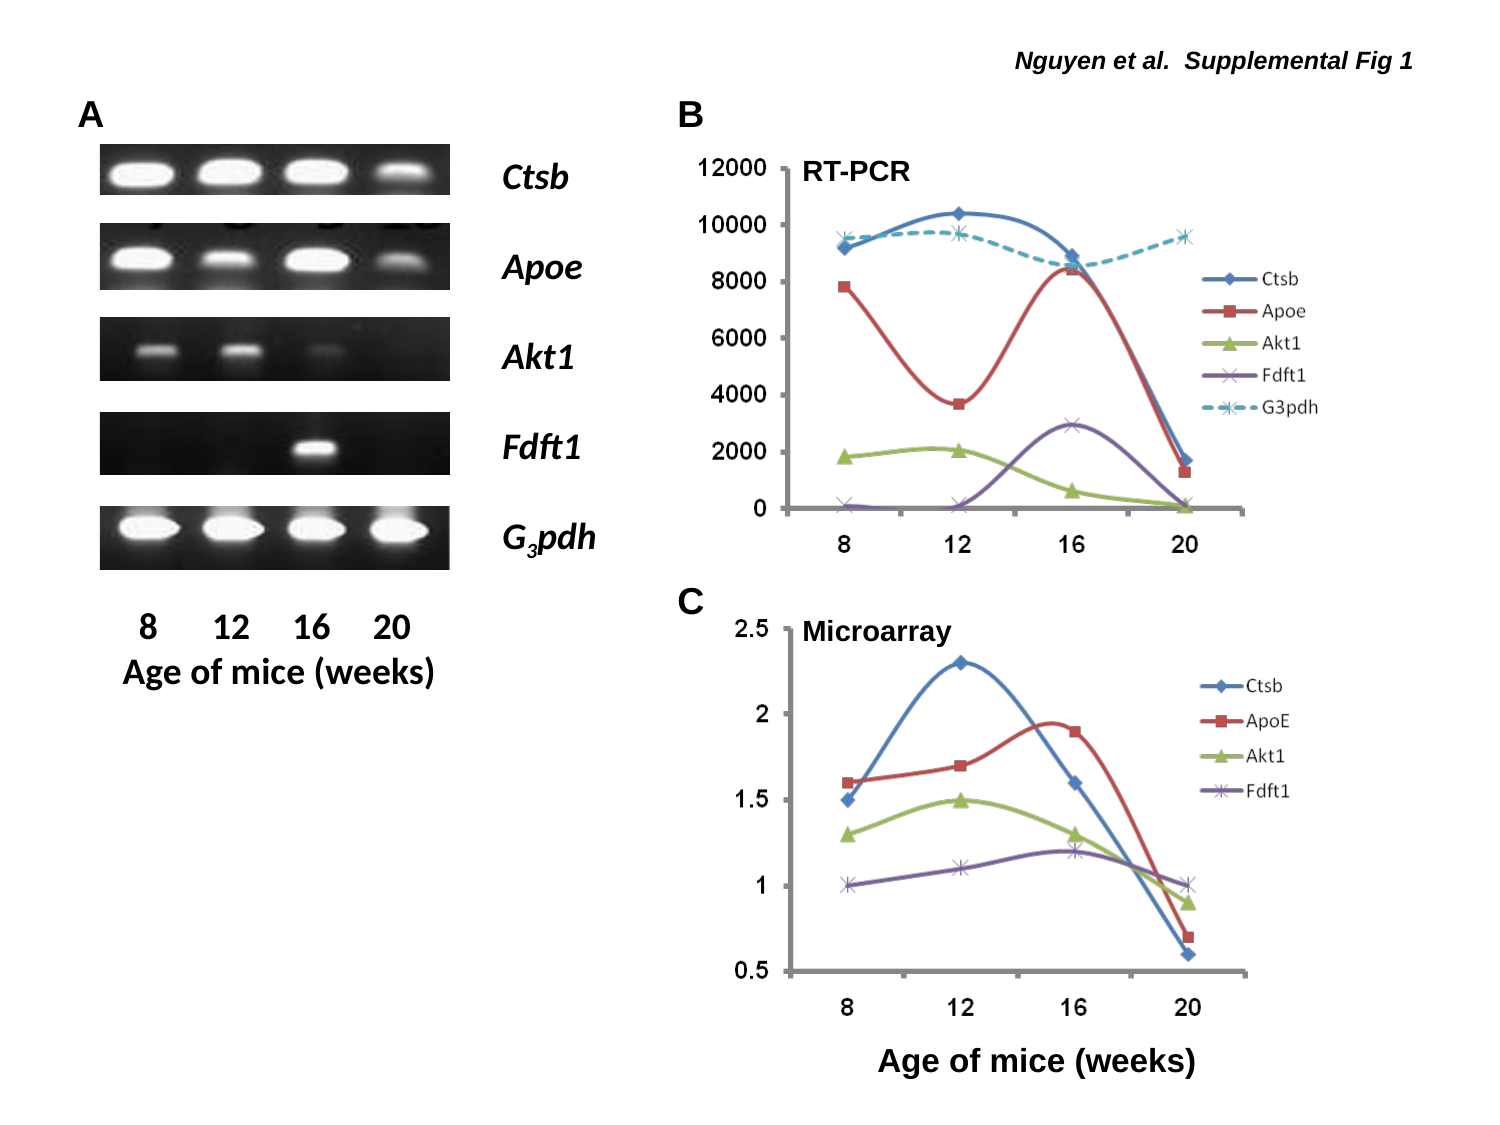

Nguyen et al. Supplemental Fig 1
A
B
Ctsb
Apoe
Akt1
Fdft1
G3pdh
 12 16 20
 Age of mice (weeks)
RT-PCR
C
Microarray
Age of mice (weeks)

How the deposited data were processed for this re-analysis (not part of the article)

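RNA of the salivary glands of male C57BL/6.NOD-Aec1Aec2 mice had been measured on Affymetrix Mouse Genome 430 2.0 arrays at 5 ages from 4 to 20 weeks, 4 weeks apart, with 5 mice per age and 1 array per mouse (25 arrays). The authors deposited 1 log2 value per probe set and array, 45101 probe sets in all. The methods name GCRMA for background correction, normalization and summary, and the submitters' processing notes name RMA, with a version not given in the sources used here. The values lie between 0.13 and 16.94 over all arrays without gaps, as log2 values do, and are not centered per gene. They were used as deposited, and no normalization was added in the reported values.

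Probe sets were joined to genes through the array annotation. Of 35890 annotated probe sets, 34958 carry 1 gene symbol and were used. The 932 with several symbols, and a further 9211 that the annotation does not list, were left out, since their signal cannot be given to 1 gene. Gene IDs of 34754 matched the gene table, and 204 kept the symbol of the annotation. A probe set counted as expressed where its mean over all arrays was above 3.27, the median of that mean over all probe sets. The value of a gene is the mean log2 value of its expressed probe sets, or of all its probe sets where none is expressed. This gave 18194 genes, 11696 of them with an expressed probe set and 9012 with over 1 probe set. Array medians lay between 3.17 and 3.64 and upper quartiles between 5.19 and 5.98. In place of sequencing depth, precision rests on signal over background and on 5 mice per age: each log2 fold change carries its standard error from the fit, and means carry the SD over 5 mice.

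All 25 arrays were fitted together in limma 3.58.1 (R 4.3.3) without a covariate. Orthogonal polynomials of age of degree 1 to 4 gave the B-statistic of each term, with a prior share of changed genes of 0.01, and a gene was called where at least 1 term exceeded 1.5. The threshold is that of the methods, which do not state how the models were combined. A moderated F-test over the 4 terms tested any change with age. Contrasts compared 8, 12, 16 and 20 weeks with 4 weeks and each age with the next, two-sided, with Benjamini-Hochberg adjustment over all genes per contrast. In the text rose, fell, changed and passed mean an adjusted p under 0.05. Called genes were grouped by k-means into 4 clusters on their 5 age means, centered and scaled per gene, with 50 starts.

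Gene lists were set before the data were examined: 25 of genes or gene groups the paper names and 30 others. The others cover cell types of the gland, secretion, matrix, metabolism, stress, chemokines and reference genes. Members without a probe set of their own were dropped. Each list was tested against the other genes with camera at a preset correlation of 0.01 and again with an estimated correlation, and against no change with fry. Adjustment ran over the lists of a contrast. Members were also adjusted over the list alone. List scores per mouse are mean log2 values less the mean of the 4-week mice. Scores of 13 cell type lists were compared with 4 weeks by two-sided exact permutation over all divisions of the 10 mice, and correlations across mice by permutation with 100000 resamples, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

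The genes named in the text follow a rule that was written when the paper's figures had already been seen. For each comparison with 4 weeks it takes the 10 largest increases and the 10 largest decreases among genes past the threshold whose 5 values do not overlap those at 4 weeks, every gene the paper names, and up to 4 members of each list with the smallest adjusted p. Genes without a common symbol were left out. Genes named outside the rule are marked as chosen after their values were seen.

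Alternatives tried were averaging all probe sets of a gene, the brightest probe set, only genes above the median, quantile normalization between arrays, limma array weights, a trend and robust prior, the replicate number as a block, only the 2 ages compared, separate polynomial models, probe sets tested singly, a prior share of 0.05, 3 or 5 clusters, unscaled age means, genes past the F-test, linear means, and leaving out each array in turn. After seeing the data, 5 more were added: leaving out the 3 arrays of lowest correlation, averaging the closest pair of arrays, and the Glycam1 level, the parotid score or the upper quartile of each array as a covariate. Quantile normalization was added for the lists at that stage too.

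The fit was tested on simulated data with the same layout. Of 100 genes given a log2 change of 1 at 12 weeks 74 were recovered, and 93 of 100 given a change of 2, with 9 false among 176 calls. A list of 20 genes shifted by 0.5 gave a camera p of 1.8e-19 and an unshifted list 0.937. The B-statistic rule called 153 genes, 148 of them changed and 3 of them other genes, with the rest not accounted for. k-means was run on the 148 changed genes alone and put 148 of 148 in the right cluster. The grouping of all called genes was thus not tested. RT-PCR results, histology and the raw images were not analysed here.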

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

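The tests of the 3 patterns weighed in this part, and the clock genes with their phases, were chosen after seeing the data, and the other splits of the arrays were not. A mouse is listed here where its gap to the nearest of the 5 mice of an age, over the range of the 5, exceeds Dixon's 95% value for 5 samples. Chance passes it in about 1 in 20 groups. Of 35 groups of array measures 9 passed it, of 65 of list scores 13, and of 1270 of named genes 211, where chance gives about 1.8, 3.2 and 63.5.

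Among array measures these were the array median of mouse 2 at 16 weeks (highest, 3.33 against 3.21, ratio 0.744), array upper quartile of mouse 2 at 16 weeks (lowest, 5.20 against 5.73, ratio 0.780), median r with its own age of mouse 4 at 4 weeks (lowest, 0.972 against 0.983, ratio 0.730), median r with its own age of mouse 4 at 8 weeks (lowest, 0.972 against 0.983, ratio 0.839), median r with its own age of mouse 3 at 20 weeks (lowest, 0.780 against 0.967, ratio 0.857), median r with all arrays of mouse 3 at 20 weeks (lowest, 0.794 against 0.973, ratio 0.901), Gapdh 3' less 5' signal of mouse 3 at 20 weeks (highest, 3.87 against 0.15, ratio 0.720), transferrin receptor 3' less 5' signal of mouse 2 at 4 weeks (lowest, 0.78 against 0.88, ratio 0.720) and transferrin receptor 3' less 5' signal of mouse 2 at 12 weeks (lowest, 0.68 against 0.86, ratio 0.723). Among list scores they were mouse 3 at 4 weeks (erythroid highest 0.731), mouse 4 at 4 weeks (nerve lowest 0.840), mouse 1 at 8 weeks (erythroid lowest 0.716), mouse 4 at 8 weeks (T cell highest 0.769, B cell highest 0.913, plasma cell highest 0.979, cytotoxic cell highest 0.753 and lymph node highest 0.849), mouse 3 at 12 weeks (adipose highest 0.831), mouse 5 at 16 weeks (sublingual lowest 0.984), mouse 3 at 20 weeks (macrophage and dendritic cell lowest 0.859, granulocyte and mast cell highest 0.758 and sublingual lowest 0.806), each with its ratio.

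The number after each gene is its ratio. Mouse 3 at 20 weeks stood apart in 67 of the named genes, lowest for Acadl 0.888, Aifm2 0.748, Akt1 0.772, Apoe 0.936, Aqp5 0.729, Atp6v1c1 0.813, Atp6v1d 0.818, C1qa 0.946, C1qc 0.915, Cd59a 0.934, Cnn1 0.882, Cpt1a 0.754, Cst3 0.824, Ctsb 0.768, Cxcl17 0.900, Dnajb9 0.789, Gapdh 0.773, Gpam 0.786, Gpr37l1 0.714, Grina 0.860, H2-Q2 0.878, Klk1b5 0.971, Lama2 0.768, Lrp1 0.853, Ltbr 0.844, Nfkbia 0.900, Pcp4l1 0.849, Phyh 0.934, Ptgds 0.822, Rac1 0.760, Sc5d 0.727, Slc16a6 0.795, Slc25a20 0.961, Slc2a4 0.784, Slc9a2 0.722, Smgc 0.925, Snap23 0.774, Sult1c1 0.840, Tagln 0.921, Tap2 0.883 and Tgfb1 0.724 and highest for Bche 0.788, Ccl22 0.805, Ccnb2 0.852, Ccr7 0.730, Clu 0.774, Cry1 0.764, Cxcr3 0.739, Fasl 0.744, Glycam1 0.834, Igha 0.728, Ighg3 0.934, Igk 0.824, Igkv19-93 0.848, Igkv4-68 0.802, Igkv4-72 0.886, Igkv6-20 0.784, Iglv1 0.836, Il7r 0.759, Kcng1 0.794, Lrrk2 0.869, Ptpn22 0.809, Sftpb 0.723, Slc1a3 0.741, Socs3 0.805, Stat4 0.711 and Tnfrsf13b 0.739. Mouse 4 at 8 weeks stood apart in 27 of the named genes, lowest for B2m 0.761, Galc 0.787 and Sc5d 0.790 and highest for Ccl22 0.929, Ccl8 0.882, Ccr7 0.884, Cd79a 0.979, Cxcl13 0.910, Cxcl9 0.807, Cxcr4 0.734, Glycam1 0.934, Ighm 0.944, Ighv14-2 0.974, Igk 0.977, Igkv8-30 0.785, Igkv9-120 0.840, Iglv1 0.831, Jchain 0.984, Ltb 0.880, Ms4a1 0.783, Psmb8 0.810, Psmb9 0.889, Socs3 0.748, Tap2 0.896, Timd4 0.904, Tnfaip3 0.796 and Vcam1 0.883. Mouse 2 at 16 weeks stood apart in 26 of the named genes, lowest for Atp6v1d 0.725, B2m 0.815, C1qc 0.724, Car2 0.763, Cst3 0.786, Ctsb 0.792, Dbp 0.787, Fut4 0.808, Gulp1 0.779, Klk1b16 0.718, Ptprd 0.759, Slc41a2 0.885 and Tgfb1 0.713 and highest for C6 0.919, C8b 0.790, Cdk1 0.717, Fasl 0.749, Igll1 0.841, Il10ra 0.834, Kcng1 0.736, Mbl2 0.725, Npas2 0.745, Pgap6 0.722, Sftpa1 0.739, Tnf 0.996 and Trbv13-2 0.771. Mouse 4 at 4 weeks stood apart in 18 of the named genes, lowest for Atf3 0.972, Calr 0.739, Car2 0.782, Creld2 0.797, Dnajb9 0.720, Gstm1 0.7997, Pgf 0.821, Ptprz1 0.862, Rac1 0.722, Scnn1a 0.721, Srebf1 0.717 and Tom1l2 0.860 and highest for Ccr7 0.791, H2-Q5 0.828, Igkv14-111 0.802, Il7r 0.835, Irf5 0.905 and Stat4 0.945. Mouse 2 at 12 weeks stood apart in 11 of the named genes, lowest for Ctla4 0.753, Cxcr3 0.718, Igkv4-68 0.793 and Tnf 0.846 and highest for C1s1 0.868, C2 0.9503, Ctss 0.767, Dhcr7 0.808, Igkv14-111 0.859, Srebf1 0.908 and Tnfaip3 0.7102. At 4 weeks the others were mouse 1 (lowest for Ccl22 0.7104 and Kcns3 0.868 and highest for Ctns 0.714), mouse 2 (lowest for Amy1 0.870 and highest for C8g 0.892 and Tnfsf13b 0.809), mouse 3 (highest for Apoa1 0.741, Megf9 0.788 and Tnfaip3 0.804), mouse 5 (highest for Cfb 0.853, Ctss 0.717, Ighg3 0.864, Igk 0.743, Igkv9-120 0.926 and Psmb8 0.773). At 8 weeks the others were mouse 1 (lowest for Atp6v0a1 0.734 and highest for Astx3 0.839 and Cxcl17 0.733), mouse 2 (lowest for Fas 0.787, Kcne1 0.784 and Stx4a 0.732 and highest for Gpr37 0.785), mouse 3 (lowest for Lama2 0.806), mouse 5 (lowest for Igll1 0.876 and highest for Gpr37l1 0.794, Lmod1 0.717, Pbk 0.768, Rnf122 0.813 and Slc9a2 0.741). At 12 weeks the others were mouse 1 (lowest for Ccl9 0.741 and highest for Gpr37 0.812 and Sftpc 0.722), mouse 3 (lowest for Cd59a 0.718 and highest for Cd79a 0.946, Gstm1 0.833, Igk 0.840 and Lrp1 0.919), mouse 4 (lowest for Cfb 0.934 and Igtp 0.731), mouse 5 (lowest for Gng11 0.773 and highest for Rac1 0.874). At 16 weeks the others were mouse 1 (lowest for Rnf122 0.747 and highest for Aifm2 0.859, Atp6v1e1 0.736, Tap2 0.902 and Tom1l2 0.773), mouse 3 (highest for C8g 0.766, Igkv6-15 0.809 and Stat4 0.854), mouse 4 (highest for Cxcr3 0.839 and Ighg3 0.734), mouse 5 (lowest for Gng11 0.958, Kcne1 0.723 and Smgc 0.936 and highest for Ctns 0.735). At 20 weeks the others were mouse 1 (lowest for Ccl8 0.787 and highest for Arntl 0.850 and Fut4 0.750), mouse 2 (highest for Igkv15-103 0.858 and Timd4 0.755), mouse 5 (lowest for Scd1 0.734 and Sh2b3 0.877).

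Genes outside those the paper discusses also passed between consecutive ages. Between 8 and 12 weeks it was Spon2 (0.59, adjusted p = 3.0e-04), and between 16 and 20 weeks Dbp (-3.27, adjusted p = 3.6e-04), Hdac11 (-0.84, adjusted p = 0.0114), Mup5 (1.42, adjusted p = 0.0487), Rnf122 (0.75, adjusted p = 0.00809) and Usp2 (-2.09, adjusted p = 0.0462). These 6 genes were chosen after their values were seen.

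The excess of increases over decreases at 12 weeks, where 80.6% of the changed genes were higher, was weighed between arrays of unequal range and a change in the glands. With the upper quartile of each array as a covariate the share was 54.7%, so a range that differs between arrays may account for much of the excess. It is not the whole cause of the increases, since 550 of 1029 higher genes stayed called. With array weights the share was 37.3% and without 3 arrays 45.3%, so the balance depends on the settings. The upper quartile could itself hold biology, so the remainder of the excess stays open.

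The B cell signal of mice 3 and 4 at 16 weeks was weighed between lymph node tissue in the sample, an infiltrate, and 1 sample measured on both arrays. Across mice of an age the B cell score followed Glycam1 with r = 0.783, which lymph node tissue and an infiltrate with vessels that make Glycam1 would both give. The methods took the glands without salivary lymph nodes, and mice 3 and 4 at 4 weeks had more Glycam1 (9.11 and 9.62, log2) than these 2 at 16 weeks (7.79 and 7.12) with far lower B cell scores (-0.10 and 0.85 against 3.05 and 2.99), so both stay open. The SD of the differences between the 2 arrays was 0.890 times that of the next closest pair, 2 mice of 12 weeks, but 0.24 against 0.50 to 0.78 for the other 9 pairs of 16-week mice. A ratio above 0.8 was first set to exclude 1 sample on both, which this ratio meets, but that was dropped after the value was seen because no sample is known to be on 2 arrays, so 1 sample on both and 2 alike mice are not told apart, and they were treated as 2 mice.

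Dbp and Usp2, targets of the circadian clock, fell between 16 and 20 weeks, which was weighed between time of day at collection, degraded RNA in 1 array and a change with age. Without mouse 3 at 20 weeks Dbp still fell (-3.17, SE 0.41, adjusted p = 0.00144), and so did Usp2 (-1.66, adjusted p = 0.0121), so degraded RNA in that array is not the cause. The mean of the 5 clock genes that peak opposite to Dbp (Arntl, Clock, Npas2, Nfil3 and Cry1) was higher at 20 weeks by 0.56 (two-sided exact permutation p = 0.0238), and by 0.54 without that mouse, though none of the 5 passed alone, and Nfil3 (1.42) and Npas2 (0.68) carried it while Cry1 had -0.12. The 11 that peak with Dbp differed by -0.43 (exact permutation p = 0.0556). A later or earlier time of day at 20 weeks is thus possible, and a change of the clock with age is not excluded.

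To see whether chance alone could give the counts, the arrays of each comparison were split in other ways, and a count at or above the real one, with the real split itself counted, came in 1 of 100 splits (real 411, highest other 4) for 8 weeks against 4 weeks, 1 of 100 splits (real 1276, highest other 6) for 12 weeks, 1 of 100 splits (real 618, highest other 82) for 16 weeks and 4 of 100 splits (real 483, highest other 2561) for 20 weeks. Between 8 and 12 weeks it came in 4 of 100 splits (real 1, highest other 3), for the B-statistic in 1 of 100 splits (real 350, highest other 86) and for the F-test in 2 of 100 splits (real 848, highest other 1395). For these chance can be excluded at the 5% level fixed at the start. For 12 to 16 weeks, with 6 of 100 splits (real 1, highest other 3), and 16 to 20 weeks, with 17 of 100 splits (real 5, highest other 6153), it cannot. Single splits with 2561 genes at 20 weeks, 6153 from 16 to 20 weeks and 1395 in the F-test, all above the real counts, point to structure among the samples other than age.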

How the results depend on the processing

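Chosen after seeing the data were the 3 arrays left out, the averaged pair of 16-week mice, the 3 covariates and, for the lists, quantile normalization. The settings moved counts more than directions, and beyond what is said of a setting the cause was not tested. Of 340 gene and age pairs called among the named genes, 334 stayed and 6 became weaker with all probe sets averaged, 330 stayed and 10 became weaker with the trend and robust prior, 310 stayed and 30 became weaker after quantile normalization, 314 stayed and 25 became weaker with the brightest probe set, 295 stayed and 45 became weaker with the parotid score, 299 stayed and 41 became weaker with the upper quartile, 241 stayed and 99 became weaker with Glycam1 and 185 stayed and 155 became weaker with only the 2 ages compared. Of the same 340 pairs, 323, 267, 255, 264 and 319 stayed without 4-week mice 1, 2, 3, 4 and 5. The others, 17, 73, 85, 76 and 21, became weaker. Of 94 list calls, 88 stayed with the brightest probe set, 86 after quantile normalization, 76 with the upper quartile, 81 with Glycam1, 82 without 3 arrays and 87 to 94 without 1 array. The replicate numbers do not pair the mice: deviations of mice with the same number had a median r of 0.0035, and 5 of 25 arrays correlated best with their own number. With the number as a block, 94 of 94 list calls and 320 of 340 gene calls stayed (20 weaker), and the count that moved was 3 from 16 to 20 weeks. Settings that moved a count past 1.5-fold, or a share past its spread, gave these values. Array weights gave 1245 higher and 1109 lower at 8 weeks, 3727 higher and 6253 lower at 12 weeks, 1566 higher and 2049 lower at 16 weeks, 2459 higher and 4074 lower at 20 weeks, 1026 from 8 to 12 weeks, 240 from 12 to 16 weeks, 659 from 16 to 20 weeks, 1419 with B above 1.5, 6865 past the F-test, 52.9% of the called genes highest at 12 weeks, 24.2% of the called genes highest at 4 weeks and 555 in the 12-week cluster. At 12 weeks 4234 of its lower genes have no expressed probe set and a median change of -0.050. Quantile normalization gave 321 lower at 8 weeks, 641 higher and 500 lower at 12 weeks, 499 higher and 619 lower at 16 weeks, 357 higher and 697 lower at 20 weeks, 3 from 8 to 12 weeks, 0 from 12 to 16 weeks, 79 from 16 to 20 weeks, 537 with B above 1.5, 1374 past the F-test, 19.0% of the called genes highest at 12 weeks, 54.6% of the called genes highest at 4 weeks and 148 in the 12-week cluster. With only the 2 ages compared, which leaves fewer samples, there were 108 higher and 72 lower at 8 weeks, 1948 higher and 520 lower at 12 weeks, 80 higher and 124 lower at 16 weeks, 9 higher and 38 lower at 20 weeks, 2 from 8 to 12 weeks, 5 from 12 to 16 weeks and 0 from 16 to 20 weeks. All probe sets averaged gave 9 from 16 to 20 weeks. The brightest probe set gave 3 from 16 to 20 weeks, 48.2% of the called genes highest at 12 weeks and 34.8% of the called genes highest at 4 weeks, and genes above the median 0 from 8 to 12 weeks. A prior share of 0.05 gave 826 with B above 1.5, 3 clusters 188 in the 12-week cluster, the F-test genes 31.4% of the called genes highest at 4 weeks and 438 in the 12-week cluster and camera with an estimated correlation 46 lists. Of those chosen after seeing the data, leaving out 3 arrays gave 1713 higher and 1301 lower at 8 weeks, 3564 higher and 4309 lower at 12 weeks, 2166 higher and 3887 lower at 16 weeks, 2353 higher and 3485 lower at 20 weeks, 2 from 8 to 12 weeks, 9 from 12 to 16 weeks, 200 from 16 to 20 weeks, 689 with B above 1.5, 4684 past the F-test, 29.8% of the called genes highest at 12 weeks, 29.2% of the called genes highest at 4 weeks and 215 in the 12-week cluster, and averaging the 16-week pair 169 higher at 16 weeks and 3 from 16 to 20 weeks. Glycam1 gave 49 higher and 85 lower at 8 weeks, 151 higher and 123 lower at 12 weeks, 529 past the F-test, 18.6% of the called genes highest at 12 weeks and 59.3% of the called genes highest at 4 weeks. The parotid score gave 113 higher at 8 weeks, 3 from 16 to 20 weeks, 33.3% of the called genes highest at 12 weeks and 48.7% of the called genes highest at 4 weeks, and the upper quartile 139 higher and 235 lower at 8 weeks, 565 higher and 468 lower at 12 weeks, 768 higher and 764 lower at 16 weeks, 607 higher and 865 lower at 20 weeks, 3 from 8 to 12 weeks, 186 from 16 to 20 weeks, 555 with B above 1.5, 1694 past the F-test, 28.8% of the called genes highest at 12 weeks and 203 in the 12-week cluster. Leaving out each array in turn gave 79 to 936 higher and 85 to 305 lower at 8 weeks, 444 to 2418 higher and 150 to 599 lower at 12 weeks, 151 to 747 higher and 204 to 588 lower at 16 weeks, 97 to 1134 higher and 181 to 483 lower at 20 weeks. The ranges were 1 to 3 from 8 to 12 weeks, 1 to 10 from 12 to 16 weeks, 2 to 46 from 16 to 20 weeks, 241 to 472 with B above 1.5, 431 to 2193 past the F-test, 27.1% to 47.2% highest at 12 weeks, 33.5% to 54.1% highest at 4 weeks, 67 to 189 in the 12-week cluster and 89 to 98 lists. Counts against 4 weeks moved past 1.5-fold without 4 weeks mice 1, 2, 3 and 4, 8 weeks mice 3, 4 and 5, 12 weeks mice 2, 4 and 5, 16 weeks mice 1, 2, 3 and 4, 20 weeks mice 1 and 3. The F-test count moved without 4 weeks mice 2 and 3, 12 weeks mouse 2, 20 weeks mouse 3. The 12-week cluster moved without 16 weeks mouse 2, 20 weeks mice 1, 3 and 5. Counts between consecutive ages moved without 4 weeks mice 1, 2, 4 and 5, 8 weeks mice 4 and 5, 12 weeks mice 1, 2, 3, 4 and 5, 16 weeks mice 2, 3, 4 and 5, 20 weeks mice 2, 3 and 4. Reversed directions were these, counted where the result passed under the reported fit or under the other setting. Sign changes of results that passed under neither, as for Apoe at 20 weeks without mouse 3, are left out. The adjusted camera p of the opposite direction was 0.0200 at 20 weeks for RT-PCR genes without 20 weeks replicate 3 (the p of this list ran from 0.0200 to 0.957 over the arrays left out), and without 3 arrays 0.00992 at 20 weeks for RT-PCR genes, 0.00645 at 20 weeks for chaperone and unfolded protein genes, 0.00384 at 20 weeks for reference genes. With Glycam1 as a covariate it was 1.9e-04 at 8 and 1.3e-05 at 12 weeks for immunoglobulin genes, 0.0266 at 8, 0.0921 at 12 and 0.00748 at 20 weeks for T cell genes, 9.6e-04 at 8, 0.00547 at 12 and 0.00174 at 20 weeks for B cell genes, 0.357 at 12 weeks for lymph node genes, and with the parotid score 0.975 at 16 weeks for parotid genes, a list tested against itself. Glycam1 followed the B, T and plasma cell scores across mice of an age (r = 0.783, 0.780 and 0.770). No conclusion is therefore drawn from the reversals with Glycam1. Log2 fold changes reversed with all probe sets for Sdc4 0.70 at 12 weeks, with the brightest probe set for Hdac11 0.045 at 8 weeks, with array weights for Akt1 0.48, C8a -0.047, Gapdh 0.61, Igkv1-117 -0.10, Igkv1-135 -0.047, Rac1 0.46, Sftpa1 -0.052, Tcra -0.074 and Xist -0.10 at 20 weeks, and without 3 arrays for Akt1 0.61, C8a -0.058, Gapdh 0.74, Igkv1-117 -0.11, Igkv1-135 -0.052, Rac1 0.61, Sftpa1 -0.054, Tcra -0.082 and Xist -0.095 at 20 weeks. Signal over background limits the 6498 of 18194 genes without an expressed probe set, where no change cannot be told from no signal. Each alternative set at the start was run.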

Differences from the paper's values

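The settings that leave out 3 arrays, average the 16-week pair or add a covariate were chosen after seeing the data, and the rest before. The paper's largest cluster, highest at 12 weeks, has 233 genes in the paper, and the largest such cluster here has 96, with k-means in place of HPCluster. The 2 clusters highest at 12 weeks hold 190 genes together, within 1.5-fold of 233. For the largest alone, it does not differ without 16 weeks replicate 2 (189), without 20 weeks replicate 1 (189), without 20 weeks replicate 3 (162), without 20 weeks replicate 5 (182) and with 3 clusters (188), and differs under the other 31 alternatives. Of the settings chosen after seeing the data, 215 without the 3 arrays of lowest correlation and 203 with the upper quartile as a covariate come within 1.5-fold of it. The paper's cluster with a late maximum has 49 genes in the paper, and no cluster here is highest at 16 or 20 weeks (0 genes). It does not differ with all probe sets averaged (43), with quantile normalization (71), without 12 weeks replicate 2 (39), without 12 weeks replicate 4 (37), without 16 weeks replicate 2 (69), without 20 weeks replicate 1 (34), without 20 weeks replicate 5 (36) and with the genes past the F-test (50), and differs under the other 28 alternatives. Among these others a late cluster of another size formed without 20 weeks replicate 2 (18), without 20 weeks replicate 3 (132), without 20 weeks replicate 4 (24) and with 5 clusters (32), and in the rest none did. Chosen after seeing the data, the settings give 273 without the 3 arrays of lowest correlation, 28 with Glycam1 as a covariate, 44 with the parotid score as a covariate and 45 with the upper quartile as a covariate.

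A value read from a figure was taken to differ where the 2 values were over 1.5-fold apart and their log2 difference exceeded the larger SD of the 5 mice at the 2 ages. Of 75 such values 61 do not differ and 14 do. The paper states no test for its pair-wise fold changes. Prkar1b at 12 weeks was about 3.4-fold of its 4-week level in Fig. 2a of the paper, read by eye, and 2.003-fold here, and it does not differ with the brightest probe set (3.06), and differs under the other 18 alternatives. Tspan11 at 12 weeks was about 6.6-fold of its 4-week level in Fig. 2b of the paper, read by eye, and 3.695-fold here, and it does not differ with the brightest probe set (6.56), and differs under the other 18 alternatives. Mtss1 at 12 weeks was about 5.1-fold of its 4-week level in Fig. 2b of the paper, read by eye, and 2.67-fold here, and it does not differ with the brightest probe set (5.12) and without 4 weeks replicate 1 (3.19), and differs under the other 17 alternatives. Ptprd at 12 weeks was about 3.0-fold of its 4-week level in Fig. 2b of the paper, read by eye, and 1.87-fold here, and it does not differ with the brightest probe set (3.03), without 4 weeks replicate 1 (2.04) and without 12 weeks replicate 1 (2.03), and differs under the other 16 alternatives. Neo1 at 12 weeks was about 2.4-fold of its 4-week level in Fig. 2b of the paper, read by eye, and 1.43-fold here, and it does not differ with the brightest probe set (2.404), and differs under the other 18 alternatives. Pgap6 (Tmem8 in the paper) at 12 weeks was about 2.7-fold of its 4-week level in Fig. 2b of the paper, read by eye, and 1.67-fold here, and it does not differ with the brightest probe set (2.67), and differs under the other 18 alternatives. Sdc4 at 12 weeks was about 1.6-fold of its 4-week level in Fig. 2b of the paper, read by eye, and 0.784-fold here, and it does not differ with all probe sets averaged (1.62), and differs under the other 18 alternatives. Sdc4 at 20 weeks was about 0.6-fold of its 4-week level in Fig. 2b of the paper, read by eye, and 0.316-fold here, and it does not differ with all probe sets averaged (0.562), with array weights (0.4095), without 4 weeks replicate 2 (0.356), without 20 weeks replicate 3 (0.380), without 20 weeks replicate 5 (0.358) and with linear means (0.3501), and differs under the other 13 alternatives. Tac1 at 12 weeks was about 10-fold of its 4-week level in Fig. 3g of the paper, read by eye, and 3.03-fold here, and it does not differ with the brightest probe set (10.1), and differs under the other 18 alternatives. H2-Q5 at 16 weeks was about 7.6-fold of its 4-week level in Fig. 3g of the paper, read by eye, and 0.962-fold here, and none of the 18 alternatives closes the difference. H2-Q5 has no expressed probe set, so no change cannot be told from no signal. Tcra at 16 weeks was about 1.6-fold of its 4-week level in Fig. 4a of the paper, read by eye, and 0.978-fold here, and none of the 18 alternatives closes the difference. Tcra has no expressed probe set, so no change cannot be told from no signal. Meis1 at 20 weeks was about 2.7-fold of its 4-week level in Fig. 5c of the paper, read by eye, and 1.44-fold here, and it does not differ with array weights (2.09) and without 20 weeks replicate 3 (1.66), and differs under the other 17 alternatives. Fdft1 at 12 weeks was about 1.1-fold of its 4-week level in Additional file 1 of the paper, read by eye, and 1.72-fold here, and it does not differ with all probe sets averaged (1.30), with quantile normalization (1.32), with array weights (1.56), without 4 weeks replicate 2 (1.62), without 4 weeks replicate 4 (1.59) and without 12 weeks replicate 2 (1.59), and differs under the other 13 alternatives. Bche at 20 weeks was about 0.28-fold of its 4-week level in Fig. 2a of the paper, read by eye, and 0.683-fold here, and it does not differ with the brightest probe set (0.282), and differs under the other 18 alternatives.

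The paper has Sdc4 rising before it falls, and here it is -0.17, -0.35, -1.28 and -1.66 at 8, 12, 16 and 20 weeks. Sdc4 is called with all probe sets averaged (0.70 at 12 weeks). Myh9 falls steadily in the paper, and here has -0.075, -0.47, -0.25 and -0.40. Myh9 is called with quantile normalization (-0.76 at 12 weeks), with array weights (-0.47 at 12, -0.41 at 20 weeks) and with only the 2 ages compared (-0.47 at 12 weeks). Myh9 is called also without 3 arrays (-0.47 at 12 weeks), a setting chosen after seeing the data. The paper groups Dsg2 and Ptprd with the rising adhesion genes, of which 7 of 10 rose here at 12 weeks, and they have 0.75 and 0.91. Dsg2 is called with the brightest probe set (0.79 at 8, 0.82 at 12, 0.82 at 16 weeks), with array weights (0.78 at 8, 0.62 at 12, 0.82 at 20 weeks) and with only the 2 ages compared (0.75 at 12 weeks). Ptprd is called with the brightest probe set (1.33 at 8, 1.599 at 12, 1.27 at 16 weeks), with array weights (0.78 at 8, 0.86 at 12, 0.95 at 16, 0.88 at 20 weeks), with only genes above the median (0.91 at 12 weeks), without 4 weeks replicate 1 (1.03 at 12 weeks), with only the 2 ages compared (0.91 at 12 weeks), with all probe sets averaged (0.60 at 16 weeks), with quantile normalization (0.87 at 16 weeks) and without 16 weeks replicate 2 (1.05 at 16 weeks). Dsg2 is called also without 3 arrays (0.86 at 8, 0.75 at 12, 1.02 at 20 weeks), and Ptprd is called also without 3 arrays (0.94 at 8, 0.91 at 12, 1.05 at 16, 1.04 at 20 weeks) and with the upper quartile as a covariate (0.79 at 16 weeks), settings chosen after seeing the data. Scnn1a is among the rising channel genes of the paper, 4 of 7 of which rose here, and it has 1.30 at 12 weeks. Scnn1a is called with array weights (0.93 at 8, 1.11 at 12, 1.02 at 16 weeks), with the brightest probe set (1.30 at 12 weeks), with only genes above the median (1.30 at 12 weeks), with quantile normalization (0.92 at 12, 0.97 at 16 weeks), with the trend and robust prior (1.30 at 12 weeks) and with only the 2 ages compared (1.30 at 12 weeks). Scnn1a is called also without 3 arrays (1.18 at 8, 1.30 at 12, 1.21 at 16 weeks) and with the upper quartile as a covariate (1.04 at 16 weeks), settings chosen after seeing the data. The paper names Kcng1 beside its channel genes as a gene of interest and does not state that it rises. Here Kcng1 has -0.037 at 12 weeks without an expressed probe set, so a difference from the paper is not shown. Kcng1 is called under no setting.

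The paper has macrophage and dendritic cell transcripts up at 8 weeks, and T and B cell transcripts up at about 12 weeks. Here the medians were 0.14 at 8 weeks and -0.085 and -0.34 at 12 weeks, while Igha, Cd74 and H2-Eb1 rose at 12 weeks. Chosen after seeing the data, the fit with Glycam1 as a covariate has B cell genes (camera adjusted p = 0.00547) and immunoglobulin genes (camera adjusted p = 1.3e-05) higher at 12 weeks. Glycam1 itself followed the B cell and plasma cell scores across mice of an age (r = 0.783 and 0.770). A fit that adjusts for Glycam1 therefore cannot decide whether B cell or immunoglobulin genes rose. H2-Q5, Tcra, Trbv13-2 and Timd4 are among the paper's genes of raised expression, and at 16 weeks they have -0.055, -0.033, -0.011 and 1.76, none with an expressed probe set, while 3 of 6 antigen presentation genes rose. H2-Aa is called with the brightest probe set (1.23 at 12 weeks), with only genes above the median (1.25 at 12 weeks), with array weights (1.17 at 12, 1.09 at 20 weeks), without 4 weeks replicate 5 (1.49 at 12 weeks) and with only the 2 ages compared (1.25 at 12 weeks). H2-Ab1 is called with only genes above the median (1.44 at 12 weeks), with array weights (1.26 at 12 weeks), without 4 weeks replicate 5 (1.696 at 12 weeks) and with only the 2 ages compared (1.44 at 12 weeks). Cd74 is called with array weights (1.604 at 20 weeks), without 4 weeks replicate 5 (1.504 at 20 weeks) and without 20 weeks replicate 3 (1.41 at 20 weeks). Timd4 is called without 3 arrays (2.19 at 16 weeks) and with Glycam1 as a covariate (2.299 at 16 weeks), and H2-Aa is called also without 3 arrays (1.25 at 12 weeks), with Glycam1 as a covariate (2.002 at 12, 1.68 at 20 weeks) and with the parotid score as a covariate (1.45 at 12, 1.34 at 20 weeks), and H2-Ab1 is called also without 3 arrays (1.44 at 12 weeks) and with the parotid score as a covariate (1.55 at 12 weeks), and Cd74 is called also without 3 arrays (1.55 at 20 weeks), with Glycam1 as a covariate (1.72 at 20 weeks) and with the parotid score as a covariate (1.47 at 20 weeks), settings chosen after seeing the data. H2-Q5, Tcra and Trbv13-2 are called under no setting. The paper shows immunoglobulin genes as a group, and its text does not name the 22 measured here singly. Of these 22 genes, 1 rose at 16 weeks. Increases of others pass only under settings chosen after seeing the data. With Glycam1 as a covariate, chosen after seeing the data, they were Ighm (3.06 at 16, 3.96 at 20 weeks), Ighv14-2 (2.497 at 16 weeks), Igk (2.84 at 16 weeks), Igkv4-68 (0.98 at 16 weeks), Igkv4-72 (1.29 at 16 weeks), Igkv6-14 (2.31 at 16 weeks), Igkv6-20 (1.66 at 16 weeks), Igkv8-30 (4.71 at 12, 5.77 at 16, 6.06 at 20 weeks), Igkv9-120 (3.28 at 16 weeks), Iglv1 (1.96 at 16 weeks) and Jchain (3.602 at 16, 3.66 at 20 weeks). Without 3 arrays, chosen after seeing the data, they were Igk (2.22 at 16 weeks), Igkv4-68 (0.90 at 16 weeks), Igkv4-72 (1.13 at 16 weeks), Igkv6-14 (2.09 at 16 weeks), Igkv6-20 (1.53 at 16 weeks) and Igkv9-120 (2.78 at 16 weeks). With array weights Ighg3 (-0.42 at 8 weeks), Ighg3 (-0.40 at 12 weeks), Igkv1-117 (-0.083 at 12 weeks), Igkv1-117 (-0.11 at 16 weeks), Igkv1-117 (-0.10 at 20 weeks), Igkv1-135 (-0.052 at 12 weeks), Igkv1-135 (-0.047 at 20 weeks), Igll1 (-0.68 at 8 weeks), Igll1 (-0.64 at 12 weeks) and Igll1 (-0.75 at 20 weeks) are called as decreases. The paper has 3 C1q genes raised, and 1 rose here, while C1qa and C1qc have 1.46 and 0.71 at 12 weeks. C1qa is called with array weights (1.27 at 12, 1.66 at 16, 1.68 at 20 weeks), with only the 2 ages compared (1.46 at 12 weeks) and without 20 weeks replicate 3 (1.79 at 20 weeks). C1qb is called with array weights (0.59 at 12, 0.97 at 20 weeks), with only the 2 ages compared (0.71 at 12 weeks), with the brightest probe set (1.06 at 20 weeks), with quantile normalization (0.69 at 20 weeks) and without 20 weeks replicate 3 (1.13 at 20 weeks). C1qc is called with array weights (0.50 at 12, 0.87 at 16, 0.80 at 20 weeks). C1qa is called also without 3 arrays (0.71 at 8, 1.46 at 12, 1.82 at 16, 1.74 at 20 weeks), and C1qb is called also without 3 arrays (0.71 at 12, 0.99 at 20 weeks) and with the upper quartile as a covariate (0.77 at 20 weeks), and C1qc is called also without 3 arrays (0.71 at 12, 1.05 at 16, 0.95 at 20 weeks), settings chosen after seeing the data. C1ra is slightly raised and C1s1 slightly lowered in the paper, and neither passed here. C1ra is called with array weights (0.80 at 16 weeks) and without 16 weeks replicate 2 (0.88 at 16 weeks). C1ra is called also without 3 arrays (0.88 at 16 weeks), a setting chosen after seeing the data. C1s1 is called under no setting. The alternative pathway is raised in the paper, and Cfb and Cfp have 0.43 and 0.48 at 16 weeks. Cfp is called with array weights (0.48 at 16 weeks). Cfp is called also without 3 arrays (0.56 at 16 weeks) and with Glycam1 as a covariate (0.67 at 16 weeks), settings chosen after seeing the data. Cfb is called under no setting. Clu and Cd59a are high in the paper, and here Cd59a rose at 12 weeks and Clu has 0.86. Clu is called with array weights (0.77 at 12, 0.999 at 16 weeks), with only the 2 ages compared (0.86 at 12 weeks) and without 16 weeks replicate 2 (1.18 at 16 weeks). Cd59a is called with array weights (1.23 at 8, 1.66 at 16, 1.85 at 20 weeks), with the brightest probe set (1.67 at 16 weeks), with only genes above the median (1.72 at 16 weeks), with quantile normalization (1.61 at 16 weeks), without 4 weeks replicate 1 (2.02 at 16 weeks), without 16 weeks replicate 2 (1.87 at 16 weeks) and without 20 weeks replicate 3 (2.11 at 20 weeks). Clu is called also without 3 arrays (0.86 at 12, 1.18 at 16 weeks), with the parotid score as a covariate (0.96 at 12, 1.15 at 16 weeks) and with Glycam1 as a covariate (1.20 at 16 weeks), and Cd59a is called also without 3 arrays (1.46 at 8, 1.87 at 16, 2.12 at 20 weeks) and with the upper quartile as a covariate (1.58 at 16, 1.25 at 20 weeks), settings chosen after seeing the data.

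Several chemokines appear from 8 weeks in the paper, with Cxcl16 the first of the CXC genes and Ccl6 ahead of the other CC genes. Of 35 measured, 0 rose at 8 weeks, where Cxcl16 has 1.14 and Ccl6 0.41. Cxcl16 is called with the brightest probe set (1.05 at 8 weeks), with array weights (0.88 at 8 weeks), without 4 weeks replicate 1 (1.30 at 8 weeks) and without 4 weeks replicate 5 (1.33 at 8 weeks). Cxcl16 is called also without 3 arrays (1.14 at 8 weeks), a setting chosen after seeing the data. Ccl6 is called at 8 weeks under no setting. Cxcl13 follows in the paper, and has 0.74 at 16 weeks. Cxcl13 is called under no setting. Ccl5 and Ccl8 are raised in the paper and Ccl22 possibly so, and at 16 weeks the 3 have 1.38, 2.23 and 0.36. Ccl5 is called with array weights (1.64 at 16 weeks). Ccl8 is called with array weights (2.86 at 16, 2.43 at 20 weeks) and without 16 weeks replicate 2 (2.97 at 16 weeks). Ccl5 is called also without 3 arrays (1.79 at 16 weeks) and with Glycam1 as a covariate (2.03 at 16 weeks), and Ccl8 is called also without 3 arrays (2.97 at 16 weeks), with Glycam1 as a covariate (3.12 at 16, 3.696 at 20 weeks) and with the parotid score as a covariate (2.91 at 16, 2.88 at 20 weeks), and Ccl22 is called without 3 arrays (0.44 at 16 weeks) and with Glycam1 as a covariate (0.58 at 16 weeks), settings chosen after seeing the data.

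Many genes of the lists for human disease and for mouse models vary with age in the paper. Here 0, 1, 0 and 0 of 18 and 0, 2, 2 and 1 of 22 rose at 8, 12, 16 and 20 weeks. Pairs of gene and age that pass under other settings are given with their log2 fold change. With array weights they were Apoe (0.79 at 16 weeks), Clu (0.77 at 12, 0.999 at 16 weeks), Fas (0.48 at 16 weeks), Fasl (-0.042 at 12 weeks), Gstm1 (0.63 at 12 weeks), Ifih1 (0.60 at 12 weeks), Lyz2 (1.44 at 16, 1.12 at 20 weeks), Mbl2 (-0.036 at 12 weeks), Ptpn22 (-0.69 at 12 weeks), Sh2b3 (-0.24 at 12 weeks), Tap2 (0.69 at 12 weeks), Tgfb1 (1.08 at 16, 0.55 at 20 weeks), Tnf (-0.50 at 8, -0.52 at 12, -0.47 at 16, -0.54 at 20 weeks), Ccl11 (-0.60 at 12, -0.49 at 20 weeks), Cst3 (0.55 at 8, 1.13 at 20 weeks), Ctsb (0.48 at 8, 0.87 at 12, 0.63 at 16, 0.80 at 20 weeks), Ctss (0.49 at 12, 0.75 at 20 weeks), Fut4 (0.41 at 12 weeks), Ltbr (0.37 at 16 weeks), Meis1 (1.06 at 20 weeks), Socs3 (-0.87 at 12, -0.96 at 20 weeks) and Stat6 (0.52 at 12, 0.44 at 20 weeks). With only the 2 ages compared they were Clu (0.86 at 12 weeks), Ifih1 (0.65 at 12 weeks), Tap2 (0.63 at 12 weeks), Ctsb (0.97 at 12 weeks) and Ctss (0.62 at 12 weeks). Without 16 weeks replicate 2 they were Clu (1.18 at 16 weeks), Lyz2 (1.76 at 16 weeks) and Tgfb1 (1.37 at 16 weeks). With the brightest probe set they were Ifih1 (0.65 at 12 weeks), Ccl11 (-0.52 at 12 weeks) and Ctsb (0.99 at 12 weeks). With only genes above the median they were Ifih1 (0.65 at 12 weeks) and Ccl11 (-0.59 at 8, -0.52 at 12 weeks). Without 4 weeks replicate 1 it was Ifih1 (0.75 at 12 weeks). With quantile normalization they were Ccl11 (-0.90 at 8, -0.88 at 12 weeks) and Cst3 (0.65 at 20 weeks). Without 4 weeks replicate 5 it was Ccl11 (-0.68 at 8, -0.61 at 12 weeks). Without 8 weeks replicate 1 it was Ccl11 (-0.70 at 8 weeks). Without 12 weeks replicate 2 it was Ccl11 (-0.65 at 12 weeks). Without 20 weeks replicate 3 they were Cst3 (1.18 at 20 weeks) and Ctsb (0.77 at 20 weeks). Without 3 arrays, chosen after seeing the data, they were Apoe (1.24 at 16 weeks), Clu (0.86 at 12, 1.18 at 16 weeks), Fas (0.48 at 16 weeks), Fasl (-0.039 at 12 weeks), Gstm1 (0.71 at 12 weeks), Ifih1 (0.65 at 12 weeks), Lyz2 (1.76 at 16 weeks), Mbl2 (-0.036 at 12 weeks), Tap2 (0.63 at 12 weeks), Tgfb1 (0.83 at 8, 1.37 at 16, 0.78 at 20 weeks), Tnf (-0.40 at 8, -0.42 at 12, -0.40 at 16, -0.45 at 20 weeks), Apoa1 (-0.092 at 16 weeks), Ccl11 (-0.59 at 8, -0.52 at 12 weeks), Cst3 (0.59 at 8, 1.24 at 20 weeks), Ctsb (0.59 at 8, 0.97 at 12, 0.73 at 16, 0.94 at 20 weeks), Ctss (0.62 at 12, 0.83 at 20 weeks), Fut4 (0.50 at 12, 0.56 at 16, 0.57 at 20 weeks), Ltbr (0.42 at 16 weeks), Meis1 (0.86 at 8, 1.02 at 20 weeks), Socs3 (-0.93 at 12, -1.09 at 20 weeks), Stat6 (0.54 at 12, 0.55 at 20 weeks), Tnfrsf13b (1.16 at 16 weeks) and Tnfsf13b (0.48 at 16 weeks). With the parotid score as a covariate, chosen after seeing the data, they were Clu (0.96 at 12, 1.15 at 16 weeks) and Ctss (0.82 at 20 weeks). With Glycam1 as a covariate, chosen after seeing the data, they were Clu (1.20 at 16 weeks), Fas (0.62 at 16, 0.70 at 20 weeks), Il7r (0.69 at 16 weeks), Ccr7 (1.48 at 16 weeks), Ctss (0.94 at 20 weeks), Tnfrsf13b (1.23 at 16 weeks), Tnfsf13b (0.57 at 16 weeks) and Vcam1 (0.76 at 16, 0.83 at 20 weeks). With the upper quartile as a covariate, chosen after seeing the data, they were Tgfb1 (0.92 at 16 weeks) and Il10ra (0.21 at 16 weeks).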

Other observations

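These lists and comparisons were set at the start and none was chosen after seeing the data. Of 13 granulocyte and mast cell genes, 9 lymph node genes, 8 nerve genes and 3 red cell genes none passed at any age, and few had an unadjusted p under 0.05 in limma. At 8, 12, 16 and 20 weeks these were 1, 1, 2 and 1 granulocyte and mast cell genes, 1, 2, 1 and 0 lymph node genes, 0, 1, 2 and 0 nerve genes, and 1, 0, 0 and 0 red cell genes. Median log2 fold changes were -0.050, -0.066, -0.0032 and 0.0092 for granulocytes and mast cells, -0.24, -0.37, 0.10 and 0.0071 for lymph node, -0.047, -0.036, -0.0027 and 0.051 for nerve and -0.22, -0.18, -0.17 and -0.012 for red cells. Set-wide calls for granulocyte and mast cell genes at 12 weeks and for lymph node genes at 12 weeks, both downward, were lost when the correlation was estimated (camera adjusted p = 0.0107, with an estimated correlation adjusted p = 0.558, and camera adjusted p = 0.0339, with an estimated correlation adjusted p = 0.570). Of 14 skeletal muscle genes 0 passed at any age and 0 had an unadjusted p under 0.05 in limma (medians -0.053, -0.055, -0.030 and 0.023).

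Against no change, fry passed 15, 17, 24 and 17 of 55 lists at 8, 12, 16 and 20 weeks, where camera passed 19, 22, 33 and 20 and camera with an estimated correlation 10, 12, 13 and 11. None of the 52 exact permutation tests of cell type scores against 4 weeks passed (two-sided, n = 5 mice per age, smallest adjusted p = 0.0917), where 5 against 5 mice can give no exact p under 0.00794 and so little could pass after adjustment. Across the 25 mice, as deviations from the age means, the lymph node score followed the T cell score with r = 0.944, the B cell score with 0.916 and the plasma cell score with 0.919, and Glycam1 followed the T cell score with 0.780 and the plasma cell score with 0.770 (permutation p = 1e-05 for each, the smallest possible). Over all arrays the lowest of the 6 was 0.586 for Glycam1 and plasma cell genes (permutation p = 0.00490) and the highest 0.940 for lymph node and T cell genes.

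Between 12 and 16 weeks T cell genes moved up as a set (median 0.36, camera adjusted p = 3.8e-11, with an estimated correlation adjusted p = 0.154), as did B cell genes (median 1.23, camera adjusted p = 7.7e-12, with an estimated correlation adjusted p = 0.154) and interferon-stimulated genes (median 0.22, camera adjusted p = 1.7e-07, with an estimated correlation adjusted p = 0.154), each without its call once the correlation was estimated. The T cell score at 16 weeks was 0.87 and 0.82 in mice 3 and 4, which also had high B cell scores. It was -0.24 to -0.032 in the other mice of that age and -0.25 to -0.20 at 12 weeks. The apoptosis-inducing genes moved down and kept their call (median -0.45, camera adjusted p = 1.1e-09, with an estimated correlation adjusted p = 0.0191). Between 16 and 20 weeks the transport genes moved down and lost their call (median -0.37, camera adjusted p = 5.5e-07, with an estimated correlation adjusted p = 0.468). The transport score at 20 weeks was -0.34 in mouse 3, the array of lowest correlation. It was 0.635 to 0.996 in the other mice of that age and 0.66 to 1.14 at 16 weeks.

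The first 2 principal components of the 25 arrays held 45.7% and 14.4% of the variance, and 61.8% of the squares of the first came from mouse 3 at 20 weeks. The closest of 300 pairs of arrays, 16-week mice 3 and 4, had an SD of differences of 0.24, against a median of 0.48 over pairs of an age. limma array weights ran from 0.016 for mouse 3 at 20 weeks to 5.37 for mouse 5 at 12 weeks.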
